# scRNA-seq reveals the diversity of the developing cardiac cell lineage and molecular players in heart rhythm regulation

**DOI:** 10.1016/j.isci.2024.110083

**Published:** 2024-05-22

**Authors:** Karim Abu Nahia, Agata Sulej, Maciej Migdał, Natalia Ochocka, Richard Ho, Bożena Kamińska, Marcin Zagorski, Cecilia Lanny Winata

**Keywords:** Embryology, Integrative aspects of cell biology, Model organism, Transcriptomics

## Abstract

We utilized scRNA-seq to delineate the diversity of cell types in the zebrafish heart. Transcriptome profiling of over 50,000 cells at 48 and 72 hpf defined at least 18 discrete cell lineages of the developing heart. Utilizing well-established gene signatures, we identified a population of cells likely to be the primary pacemaker and characterized the transcriptome profile defining this critical cell type. Two previously uncharacterized genes, *atp1b3b* and *colec10*, were found to be enriched in the sinoatrial cardiomyocytes. CRISPR/Cas9-mediated knockout of these two genes significantly reduced heart rate, implicating their role in cardiac development and conduction. Additionally, we describe other cardiac cell lineages, including the endothelial and neural cells, providing their expression profiles as a resource. Our results established a detailed atlas of the developing heart, providing valuable insights into cellular and molecular mechanisms, and pinpointed potential new players in heart rhythm regulation.

## Highlights

• scRNA-seq analysis revealed diverse cell lineages of the developing zebrafish heart
• Molecular diversity of myocardial subpopulations suggests functional specializations
• Novel role of pacemaker-enriched *atp1b3b* and *colec10* in heart rate and morphogenesis
• Single cell transcriptome profile of various cardiac cell types as valuable resource

## Introduction

Essential components of the heart ensure its life-sustaining activity.^1^ Specialized cell types constitute the contractile myocardium of the atria and ventricles, while cells of the cardiac conduction system and the autonomous nervous system innervate the heart tissues and coordinate rhythmic contractions of the heart chambers.^2^ The two pacemakers, sinoatrial (SA) and atrioventricular (AV) nodes, spontaneously generate electrical impulses driving heart contraction.^3^ Endothelial cells form the inner endocardial lining of the heart lumen,^4^ a subset of which are further specialized to form the heart valves,^5^ while a separate population makes up the coronary blood vessels that supply oxygen for myocardial contraction.^6^ The epicardium provides a protective layer surrounding the heart muscles.^7^ Besides these main sublineages, other cell types, mainly fibroblasts and mesenchyme, provide the structural matrix of the organ and play multiple roles in physiological processes related to cardiac function and regeneration.^8^ The heart also performs other functions such as endocrine and iron homeostasis (reviewed in^9^^,^^10^) which are established though less well described.

The core genetic program and stepwise morphogenesis involved in the development of the heart is largely conserved across metazoans.^11^ Cells making up the heart arise from a pool of common mesodermal progenitors which are specified to the various major lineages. In the zebrafish, these progenitors can be detected by 12 hours postfertilization (hpf) by the expression of *myl7* and *nkx2.5*. Subpopulations of myocardial progenitors could be further distinguished between atrial (expressing *myh6*) and ventricular (expressing *myh7*) myocardium.^12^ Concurrently, endocardial progenitors denoted by the expression of *kdrl* and *cdh5* could be found anterior to the myocardial progenitors.^13^ As the myocardial progenitors migrate to the midline to form a heart tube by 19 hpf, endocardial progenitors proceed to migrate toward the median and line the lumen of the heart tube.^14^ By 22 hpf, a linear, beating heart tube is formed, which is continuously elongated by the addition of cells originating from the second heart field (SHF), a pool of late-differentiating mesodermal progenitors, extending the atrium and ventricle and forming inflow and outflow tracts.^15^^,^^16^ Between 24 and 30 hpf, neural crest cells (NCCs) migrating through the pharyngeal arches contribute to the myocardium of the primitive heart tube, while a second population arriving at 80 hpf contribute to the outflow tract structures.^17^ The NCCs also contribute to the cardiac peripheral nervous system.^18^ Finally, the proepicardial organ forms at 48 hpf close to the atrioventricular junction and can be detected by the expression of *wt1* and *tcf21* markers. This structure gives rise to the epicardial cells which subsequently migrate and envelop the heart.^7^

Although key insights into heart development and function have been derived from the zebrafish model organism,^11^^,^^13^ critical differences exist between the zebrafish and mammalian heart. Unlike mammals, teleosts including the zebrafish possess a heart comprising two chambers. An additional structure unique to teleosts is the bulbus arteriosus (BA), a chamber-like structure similar to the distal outflow of mammalian heart and serves to absorb pressure.^19^ In terms of electrophysiology, the zebrafish heart is fundamentally similar to that of humans, which enables faithful modeling of diseases of the cardiac conduction system.^20^^,^^21^ Yet, differences in terms of ion channels and the types of currents involved in driving cardiac contractions exist.^22^ With the growing use of the zebrafish to model human heart biology, a comprehensive knowledge of both conserved and nonconserved features between the hearts of the two organisms becomes necessary in order to more accurately translate results from the zebrafish to human.

Single cell analyses of mammalian heart have revealed surprising new insights in the discovery of new cell types and their contributions to various forms of heart disease.^23^^,^^24^^,^^25^^,^^26^ The zebrafish offers a glimpse into earlier events of cardiogenesis which could provide valuable insights into the mechanism underlying the development of various cardiac cell types and specialized structures. Several single cell level analyses have been performed in zebrafish which included the heart.^27^^,^^28^^,^^29^^,^^30^ However, these were either focused on selected cell types or have not reached sufficient depth to comprehensively capture and annotate cardiac cell subtypes, particularly rare cell types such as the cardiac pacemaker cells. These cells are embedded within the myocardium and play a central role in generating and propagating electrical impulses for a rhythmic heart contraction. Although previous bulk-level analyses have shed some light into the molecular mechanism of their function,^31^^,^^32^^,^^33^ their scarcity and the lack of defining morphological and molecular features continue to pose a challenge to isolate pure populations of this cell type and study them.

Here, we present a high-resolution atlas of the developing zebrafish whole heart single cell transcriptomics, aiming at sufficient depth to allow discovery and annotation of cardiac cell subtypes. We delineated major cell lineages and sublineages of the zebrafish heart and distinguished a set of gene expression profiles associated with each of these populations. We uncovered a population of cardiomyocytes representing the SA and AV pacemaker cells and defined their unique molecular profile and developmental trajectory. Clustering analyses revealed two novel genes specifically enriched in the primary SA pacemaker, *colec10* and *atp1b3b*, which encode the collectin subfamily member 10^34^ and a subunit of the Na+/K+ ATPase beta chain proteins,^35^ respectively. Loss of function analyses further revealed their role in heart development and rhythm maintenance. Our study established the heterogeneity of zebrafish cardiac cell types which could serve as a valuable resource for future in-depth analyses of cell populations with higher specificity.

## Results

### Isolation and transcriptome profiling of single cells from the embryonic zebrafish heart

To generate homogeneous, viable single cell suspension from the zebrafish heart at 48 hpf and 72 hpf, we optimized a cell dissociation protocol incorporating simultaneous trypsin and collagenase treatment. We obtained cell suspension with viability above 90% (Figure S1A). To provide an internal control of specific rare cardiac cell population, we utilized two transgenic lines *sqet33mi59BEt*^32^^,^^36^ and *sqet31Et*, in which cells of the sinoatrial (SA) and atrioventricular (AV) pacemaker regions expressed EGFP.^33^^,^^37^ In order to additionally demarcate the major cell types of the heart, we utilized the *Tg(myl7:mRFP)* transgenic line^38^ to confidently mark cardiomyocytes (CMs), which is the most technically challenging cell type to isolate, and enhance cell clustering. To profile the transcriptome of the zebrafish heart, we collected offspring from two independent crosses of *Tg(myl7:mRFP)* line with either *sqet33mi59BEt* or *sqet31Et* transgenic lines. From each of the double transgenic individual pools, we isolated whole hearts at 48 hpf and 72 hpf and dissociated them into single cells which were subsequently encapsulated according to the 10× Genomics workflow (Figure 1A).

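The authors crossed 2 enhancer-trap lines, sqet33mi59BEt and sqet31Et, which express EGFP in the sinoatrial and atrioventricular pacemaker regions, to a line with red fluorescent myocardium. They made 4 libraries with the 10x Genomics 3' kit, 1 for each line at 48 hpf and at 72 hpf, each from one pool of hearts. The pools of the 2 lines at the same stage serve as replicates (n = 2 per stage), and the paper calls them pseudo-replicates. The cells of a library are not replicates of each other, so tests take the 4 libraries as the samples. The authors aligned the reads with Cell Ranger to the zebrafish genome with the EGFP and mRFP sequences added, and deposited the unique molecular identifier (UMI) counts of every cell barcode as 1 matrix per library, with the cluster they gave to each cell they kept. The names of the 18 clusters are theirs and are used unchanged. The annotation analysed here holds main clusters only, so the 3779 cells of the Myocardium cluster were clustered again, and groups named from these clusters carry the ending "-like"; a difference from the study may come from the rebuilt names. UMIs were summed over the cells of each group in each library, and the sums were compared in edgeR with each library as a replicate block. Genes used to find the rebuilt clusters take no part as results unless this is stated. A list of stress genes and the counts for Table S12 hold some of them. The authors' clusters were likewise defined from the same expression values. A p-value for a gene between clusters thus measures its spread across libraries and not the existence of the cluster. CPM values are UMI counts scaled to the total of a sum. Shares of cells with a UMI of a gene are given as counted and after every cell was thinned to 500 UMIs, beside the share in Erythrocytes, which stands for RNA free in the cell suspension. Doublets were removed by the authors only.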

**Figure 1:**
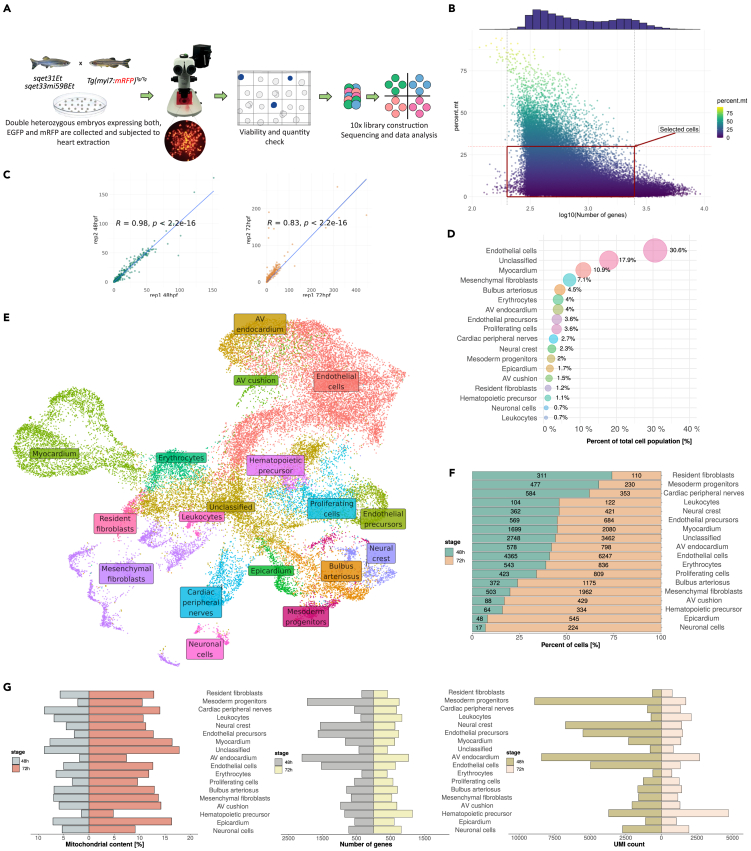
Single-cell RNA sequencing revealed 18 distinct cell subtypes of the embryonic zebrafish heart (A) Schematic overview of experimental design and workflow. (B) Quality parameters of all cells derived from 48 to 72 hpf pseudo-replicates showing the number of expressed genes and mitochondrial gene content. Cells within the red frame were included in the downstream analysis. (C) Pearson correlation between developmental pseudo-replicates at both 48 hpf and 72 hpf. (D) Percent of total cell population contributing to each cluster. (E) Integrated UMAP projection depicting cell clusters that constitute the embryonic zebrafish heart. (F) Visual representation of cluster composition expressed as a percentage indicating the number of cells contributing to each cluster depending on developmental stage. (G) General quality metrics reflecting the percent of mitochondrial genes, the total number of genes, and UMI expressed in each cell cluster at a particular developmental stage.

In total, we obtained 52 447 cells from all four biological samples (Figure 1B; Table S1). 

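Together, the deposited matrices hold 52447 barcodes with 254094097 UMIs over 25434 genes, of which 23814 have at least 1 UMI. The 48 hpf libraries contain 9955 (sqet31Et) and 11100 (sqet33mi59BEt) barcodes and the 72 hpf libraries 18469 and 12923, in the same order. Their total UMIs are 63158786 and 109489623 at 48 hpf and 57372036 and 24073652 at 72 hpf. Mean reads per cell, from Table S1, are 30698 and 33789 at 48 hpf and 22157 and 14513 at 72 hpf.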

In each, over 22 000 genes were identified. 

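Genes with at least 1 UMI number 22220 (48 hpf sqet31Et), 22500 (48 hpf sqet33mi59BEt), 22897 (72 hpf sqet31Et) and 22006 (72 hpf sqet33mi59BEt).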

The median number of genes per cell varied between the developmental stages, which was on average nearly three times higher at 48 hpf as compared to 72 hpf. 

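Over all barcodes, the median number of genes per barcode is 1372 and 1764.5 in the 48 hpf libraries (sqet31Et, sqet33mi59BEt) and 627 and 501 in the 72 hpf libraries. The stage means are 1568 (SD 278, n = 2) and 564 (SD 89.1, n = 2), a ratio of 2.78, with an exact permutation p of 0.333, the smallest that 2 against 2 libraries can give. Within the sqet31Et line the ratio is 2.19 and within sqet33mi59BEt 3.52. Over the cells the authors kept, which have fewer than 2500 genes, the ratio is 1.40 (836, SD 73.9, against 599, SD 164, n = 2 each). With every barcode thinned to 500 UMIs, the medians are 311 and 305 genes at 48 hpf and 282 and 318 at 72 hpf, and the ratio is 1.03.

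**Figure D1:**
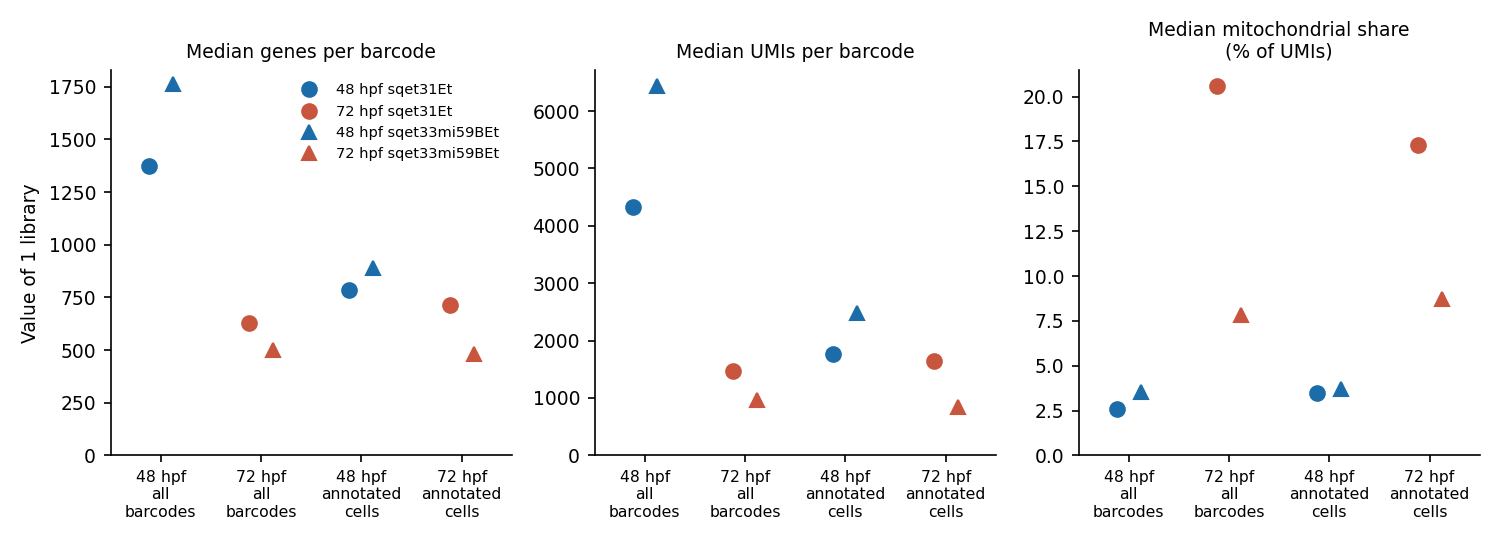
Median genes per barcode, median UMIs per barcode and median mitochondrial percent of UMIs in each of the 4 libraries, over all barcodes and over the cells the authors kept. Each point is 1 library.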

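Median UMIs per barcode are 4323 (sqet31Et) and 6432.5 (sqet33mi59BEt) at 48 hpf and 1479 and 960 at 72 hpf, with stage means of 5378 (SD 1492, n = 2) and 1220 (SD 367, n = 2) and a ratio of 4.41 (exact permutation p = 0.333). The ratio is 1.70 over the cells kept by the authors, and 2.49 once the medians are divided by the mean reads per cell of Table S1. The median mitochondrial share of UMIs is 2.60% and 3.52% at 48 hpf and 20.6% and 7.85% at 72 hpf. Its stage means are 3.06% (SD 0.650, n = 2) and 14.2% (SD 9.00, n = 2), 4.65-fold higher at 72 hpf (exact permutation p = 0.333). That ratio is 7.92 between the sqet31Et libraries and 2.23 between the sqet33mi59BEt libraries, and leaving out the 72 hpf sqet31Et library lowers it to 2.57.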

Similar trend was observed in terms of unique transcript molecules per cell, whereas mitochondrial gene content was double in cells derived from 72 hpf (Figure S1B). At the same time, the Pearson correlation coefficient between raw developmental pseudo-replicates was equal to 0.98 and 0.83 for 48 hpf and 72 hpf data, respectively (Figure 1C). 

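Pearson r between the 2 libraries of a stage, over the mean UMIs per barcode of each gene, is 0.979 at 48 hpf (95% bootstrap interval over genes 0.969 to 0.988, 23076 genes) and 0.846 at 72 hpf (0.763 to 0.936, 23307 genes). Between libraries of different stages r is 0.773 to 0.846. On log CPM values, the alternative that moved the 72 hpf coefficient most, r is 0.990 at 48 hpf and 0.980 at 72 hpf. At 48 hpf, tmsb4x has 61.7 (sqet31Et) and 101 (sqet33mi59BEt) UMIs per barcode and MT-CO2 42.9 and 110.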

The number of cells after quality control for library size, mitochondrial gene content and possible multiplets ranged from 6728 to 11 015 per sample, resulting in a final number of 34 676 cells for downstream analysis (Table S1). Out of these, 2573 (74% of total *RFP*+ cells) cells co-expressed *RFP* and well established gene signatures for myocardial cells which included *cmlc1* and *myl7*. These form a separate cluster, suggesting cardiomyocytes identity (Figures 1E and S1C). In addition, 136 cells were found to express *EGFP,* out of which the vast majority comes from 48 hpf dataset (90 cells at 48 hpf vs. 46 cells at 72 hpf). 

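The authors' stated limits were 200 to 2500 genes, less than 30% mitochondrial UMIs and less than 10% hemoglobin UMIs, which 39563 barcodes pass in the deposited counts. Of these, 4887 (12.4%) do not carry a cluster in the deposited annotation, 12.1% to 13.0% of each library; Table S1 counts 5044 multiplets. The annotated cells number 7127 and 6728 at 48 hpf (sqet31Et, sqet33mi59BEt) and 11015 and 9806 at 72 hpf, together 34676, or 66.1% of all barcodes. Their gene numbers run from 216 to 2499. The limit of 2500 genes alone removes 1578 and 2972 barcodes at 48 hpf and 716 and 167 at 72 hpf. The mitochondrial limit is reached by 161 and 380 barcodes at 48 hpf and 5151 and 440 at 72 hpf.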

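At least 1 RFP UMI is found in 4307 annotated cells (12.4%), of which 2330 lie in the Myocardium cluster (54.1%, 95% interval 52.6 to 55.6). The share in Myocardium is 55.7% and 38.5% in the 48 hpf libraries (sqet31Et, sqet33mi59BEt) and 65.8% and 57.2% in the 72 hpf libraries. With a limit of 2 RFP UMIs, the alternative that moved it most, 1688 of 1910 cells (88.4%, 86.9 to 89.8) lie in Myocardium. Of Myocardium cells, 61.7% hold an RFP UMI (thinned 36.5%, median 1510 UMIs per cell), against 10.2% of Erythrocytes (thinned 7.98%, median 667 UMIs).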

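EGFP UMIs were found in 205 annotated cells, 0.591% of them (95% interval 0.513 to 0.678). At 48 hpf there are 152 (46 in sqet31Et, 106 in sqet33mi59BEt) and at 72 hpf 53 (15 and 38). These are 0.645% and 1.58% of the annotated cells of the 48 hpf libraries and 0.136% and 0.388% of those of the 72 hpf libraries. Over all barcodes, the alternative that raised the count most, 755 hold an EGFP UMI. With a limit of 2 EGFP UMIs 57 annotated cells remain, 50 of them at 48 hpf, and after thinning each cell to 500 UMIs 69 cells remain. Leaving out the 48 hpf sqet33mi59BEt library lowers the count to 99.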

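Of the annotated cells with an EGFP UMI, 132 lie in the Myocardium cluster (64.4%, 95% interval 57.4 to 70.9), 102 of them from 48 hpf and 30 from 72 hpf. By library they number 39 and 63 at 48 hpf (sqet31Et, sqet33mi59BEt) and 6 and 24 at 72 hpf. Of all Myocardium cells, 3.49% hold an EGFP UMI (thinned 1.08%), against 0.508% of Erythrocytes (thinned 0.290%). The share of Myocardium cells is 3.34% and 11.8% in the 48 hpf libraries and 0.472% and 2.97% in the 72 hpf libraries.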

Most of the total EGFP+ cells (89) were within the cardiomyocytes cluster, suggesting that our protocol enabled the isolation of single cardiomyocytes, with sufficient sensitivity to capture rare cell populations making up the two pacemaker regions. To facilitate in-depth exploration of our data, we developed an R Shiny application based tool for interactive data visualization, differential expression as well as gene enrichment analysis which is available at https://www.zfcardioscape.iimcb.gov.pl.

### The cellular landscape of the developing zebrafish heart

We distinguished 18 discrete cell populations comprising the zebrafish embryonic heart from both 48 hpf and 72 hpf (Figure 1E). The most abundant clusters comprised endothelial cells (31%), cardiomyocytes (11%) and mesenchymal fibroblasts (7%) (Figures 1D; Table S4). Moreover, the number of cells contributing to each cluster varied between the developmental stages. 

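Among the annotated cells, Endothelial cells number 10612 (30.6%), Myocardium 3779 (10.9%) and Mesenchymal fibroblasts 2465 (7.11%); the Unclassified cluster, which has no cell type, holds 6210 (17.9%). By library (48 hpf sqet31Et, 48 hpf sqet33mi59BEt, 72 hpf sqet31Et, 72 hpf sqet33mi59BEt), Endothelial cells make up 29.0%, 34.1%, 31.7% and 28.1%. Myocardium makes up 16.4%, 7.92%, 11.5% and 8.25%, and Mesenchymal fibroblasts 3.80%, 3.45%, 8.74% and 10.2%.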

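Cell numbers per cluster were compared between the 2 stages in edgeR with each library as 1 sample. At an adjusted p below 0.05, 7 of the 18 clusters differ in their share of the cells, 2 with a higher share at 48 hpf and 5 with a higher share at 72 hpf. Leaving out any 1 library moved this count most, to 0 for 3 of the libraries and to 2 for the 72 hpf sqet31Et library. Shares of a fixed total depend on each other, so a rise in 1 cluster lowers the others. The log2 ratio of the shares at 48 hpf and 72 hpf is 0.08 for Endothelial cells (adjusted p = 0.623) and 0.30 for Myocardium (adjusted p = 0.546). Mesenchymal fibroblasts make up 3.63% (SD 0.250, n = 2) at 48 hpf and 9.47% (SD 1.02, n = 2) at 72 hpf (log2 ratio -1.38, SE 0.44, adjusted p = 0.0123). Of these cells, 40.3% hold at least 1% of their UMIs in a list of epidermis and fin fold genes. Their change with stage may therefore not be one of heart cells.

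**Figure D2:**
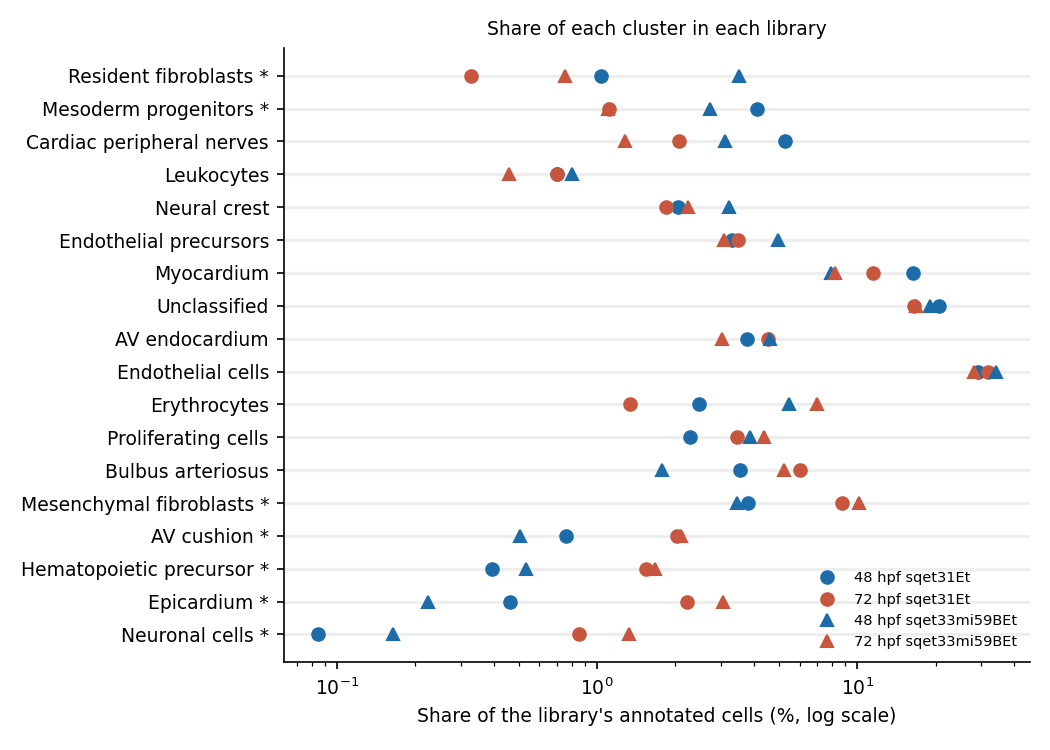
Share of the annotated cells in each cluster, on a log axis, with 1 point per library. Clusters are ordered by their log2 ratio between the stages, and an asterisk marks an adjusted p under 0.05 in edgeR with 2 libraries per stage.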

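Of the cells of the Resident fibroblasts cluster, 73.9% come from 48 hpf, as do 67.5% of Mesoderm progenitors and 62.3% of Cardiac peripheral nerves. As shares of each library, Resident fibroblasts average 2.28% (SD 1.76, n = 2) at 48 hpf and 0.541% (SD 0.303, n = 2) at 72 hpf (edgeR log2 ratio 2.08, SE 0.59, adjusted p = 0.00729). Mesoderm progenitors average 3.42% (SD 0.994) and 1.1% (SD 0.00439; log2 ratio 1.63, SE 0.61, adjusted p = 0.0278). Cardiac peripheral nerves average 4.18% (SD 1.54) and 1.67% (SD 0.549), with a log2 ratio of 1.32 (SE 0.59, adjusted p = 0.0728). Hatching gland genes take at least 1% of the UMIs in 45.1% of Resident fibroblasts, so their change with stage may not be one of heart cells.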

Clusters originating mostly from 48 hpf included resident fibroblasts, mesoderm progenitors and cardiac peripheral nerves. On the other hand, seven clusters showed a higher proportion of cells derived from 72 hpf. These included neuronal cells, epicardial cells and Bulbus arteriosus (Figures 1F; Table S4). On the other hand, the number of expressed genes and UMIs were greater at 48 hpf as compared to 72 hpf. 

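In the same edgeR fit, the clusters with a higher share at 72 hpf past the threshold are Mesenchymal fibroblasts, Neuronal cells, Epicardium, AV cushion and Hematopoietic precursor. Neuronal cells average 0.124% (SD 0.0561, n = 2) of a library at 48 hpf and 1.09% (SD 0.334, n = 2) at 72 hpf (log2 ratio -3.13, SE 0.55, adjusted p = 3.05e-05), and 92.9% of them come from 72 hpf. Pancreatic endocrine genes take at least 1% of the UMIs in 61.4% of Neuronal cells, so this change may not be one of heart cells. Epicardium averages 0.343% (SD 0.170) and 2.64% (SD 0.591; log2 ratio -2.94, SE 0.63, adjusted p = 3.72e-04), with 91.9% from 72 hpf. Bulbus arteriosus averages 2.66% (SD 1.26) and 5.62% (SD 0.564), with 76.0% of its cells from 72 hpf and a log2 ratio of -1.08 (SE 0.55, adjusted p = 0.115). AV cushion averages 0.632% (SD 0.178) and 2.06% (SD 0.0539; log2 ratio -1.70, SE 0.58, adjusted p = 0.0182). The Hematopoietic precursor cluster averages 0.464% (SD 0.101) and 1.61% (SD 0.0913; log2 ratio -1.79, SE 0.56, adjusted p = 0.0123).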

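Within clusters, the mean of the 2 library medians of genes per cell is higher at 48 hpf in 11 of 18 clusters and that of UMIs per cell in 10. Both 48 hpf libraries lie above both 72 hpf libraries in 7 clusters for genes and in 7 for UMIs. Once each cell is thinned to 500 UMIs, genes per cell are higher at 48 hpf in 7 clusters, with both libraries above in 0.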

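The median of UMIs per cell over all libraries is 6607 in Mesoderm progenitors, 5247.5 in AV endocardium, 4462 in the Hematopoietic precursor cluster and 2396 in Neural crest. The medians of genes per cell over all libraries are 1657, 1547, 1071 and 888, in the same order of clusters. As means of the 4 library medians, UMIs are 5538 in AV endocardium, 5320 in Mesoderm progenitors, 4258 in Hematopoietic precursor and 4037 in Neural crest, and genes are 1553, 1372, 1008 and 1087 in that order.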

Among clusters with the highest number of genes and UMIs were Mesoderm progenitors, AV endocardium and Neural crest cells (Figure 1G).

Based on the expression of unique marker genes, these clusters could be broadly grouped into the major cell lineages of the developing heart, namely: myocardial, endocardial, epicardial, neural and neural crest, and mesenchymal/fibroblasts. The myocardial lineage formed a distinct cluster of cells represented by the cluster “Myocardium” which could be distinguished by the expression of *myl7, cmlc1, myh6, myh7, tnnt2a* (Figure 2A; Table S5),^39^^,^^40^ as well as the *RFP* transgenic marker (Figure S1C). 

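Each gene was tested in edgeR for its CPM in the Myocardium cells of a library against all other annotated cells of that library (4 libraries, paired), and all 5 genes are higher in 4 of 4 libraries. myl7 has a log2 fold change of 6.15 (SE 0.34, adjusted p = 4.19e-07; CPM 15322, SD 6943, n = 4, against 281, SD 91.8) and cmlc1 of 6.34 (SE 0.34, adjusted p = 3.04e-07; CPM 18438 against 311). The values are 6.41 for myh6 (SE 0.25, adjusted p = 1.91e-07), 6.19 for myh7 (SE 0.57, adjusted p = 1.69e-05) and 4.53 for tnnt2a (SE 0.28, adjusted p = 9.13e-07). A myl7 UMI is found in 94.0% of Myocardium cells (thinned 88.0%) and in 47.1% of Erythrocytes (thinned 36.9%). The paper names 53 pairs of a marker gene and its cluster, of which 50 could be matched to a single gene; 49 are higher in their cluster at an adjusted p below 0.05. Leaving the pairing by library out of the model moved this count most, to 34. The files list myh7 and its near copy myh7l by identifier (ENSDARG00000079564 and ENSDARG00000079782), and their names were assigned from detection shares in Table S9, which leaves them uncertain.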

The endocardial lineage constituted the largest proportion of the cells in our data. These included the clusters “Endothelial cells” and “Endothelial precursors” which express *cdh5*, *tie1* and *fli1*,^41^^,^^42^ as well as the “AV endocardium” and “AV cushion” which contributes to the developing AV valve (Figure 1F; Table S5). In addition to endocardial markers, the latter two express AV canal restricted markers such as *anxa5b* and *nrg1*.^31^^,^^33^ The “AV cushion” differs from the “AV endocardium” cluster by the higher expression of cell adhesion and extracellular matrix proteins (*postna*, *col1a1a/b/2*) (Table S5). 

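In Endothelial cells against all other annotated cells, cdh5 has a log2 fold change of 1.95 (SE 0.14, adjusted p = 2.01e-05; CPM 1800, SD 391, n = 4, against 458, SD 75.6), tie1 of 2.34 (adjusted p = 1.05e-05) and fli1 of 1.67, each higher in 4 of 4 libraries (edgeR). In Endothelial precursors the values are 0.52 for cdh5 (SE 0.15, adjusted p = 0.00622), 0.68 for tie1 (adjusted p = 4.44e-04) and 1.09 for fli1 (adjusted p = 6.89e-07), also in 4 of 4 libraries. Mean cdh5 CPM is highest in AV cushion, at 2782. A cdh5 UMI is found in 87.2% of Endothelial cells (thinned 55.1%, median 1833 UMIs per cell), 69.8% of Endothelial precursors (thinned 38.4%, median 2158) and 25.5% of Erythrocytes (thinned 18.1%).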

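Against all other annotated cells (edgeR, 4 libraries), anxa5b has a log2 fold change of 3.70 in AV endocardium (SE 0.14, adjusted p = 3.18e-11; CPM 790, SD 402, against 64.4, SD 38.1) and 0.65 in AV cushion (SE 0.21, adjusted p = 0.0177). For nrg1 the values are 4.55 (adjusted p = 3.38e-11) and 1.56 (adjusted p = 2.55e-09). The rise of anxa5b in AV cushion loses the threshold without either 72 hpf library and without 48 hpf sqet33mi59BEt. Compared directly between the 2 clusters, postna is higher in AV cushion with a log2 fold change of 1.82 (SE 0.27, adjusted p = 2.59e-05; CPM 597, SD 691, against 121, SD 131; 3 of 4 libraries). col1a1a is higher by 1.25 (adjusted p = 4.50e-06) and col1a1b by 1.84 (SE 0.17, adjusted p = 7.02e-08). Of the genes tested between the 2 clusters, 1063 of 5814 pass an adjusted p of 0.05, 503 higher and 560 lower in AV cushion; the fit without pairing by library, which moved the count most, gives 61. Scaling by TMM shifts every log2 fold change here by -0.36, and with library totals alone the calls are 949 higher and 177 lower.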

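For tbx18 the log2 fold change in the Epicardium cluster against all other annotated cells is 4.49 (SE 0.39, 3 of 4 libraries higher) in edgeR, for gstm.3 5.08 (SE 0.33, 4 of 4), for wt1b 4.42 (SE 0.47, 3 of 4) and for tcf21 4.55 (SE 0.39, 4 of 4). wt1b is detected in 4.38% of Epicardium cells (thinned 2.53%; CPM 31.6, SD 33.1, n = 4, against 0.815, SD 0.551), tbx18 in 62.6% (thinned 43.7%), gstm.3 in 58.3% (thinned 44.7%) and tcf21 in 32.9% (thinned 17.2%), at a median of 1051 UMIs per cell. The shares in Erythrocytes are 0%, 1.60%, 5.95% and 0.943%, in that order.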

The epicardial lineage forms a single cluster “Epicardium” characterized by the expression of *tbx18, gstm.3, wt1b,* and *tcf21*.^28^

**Figure 2:**
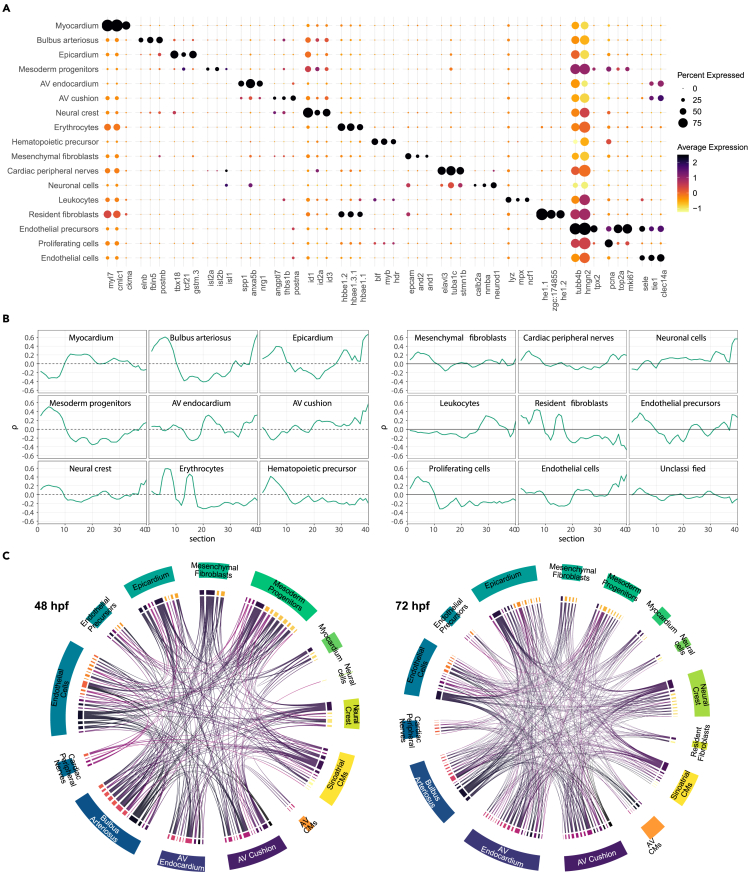
The expression profiles of main cardiac cell clusters correlate with heart structures of known spatial localization (A) Dotplot showing the top three differentially expressed genes for all cell clusters except “Unclassified”. (B) Spatial projection of cardiac single cell expression profiles to zebrafish heart sections derived from Burkhard et al.^31^ at 48 hpf. (C) Interaction map between cell clusters according to ligand-receptor expression. Each line connect individual ligand with its corresponding receptor (source data: Table S7).

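In Bulbus arteriosus against all other annotated cells (edgeR), elnb has a log2 fold change of 5.67 (SE 0.31; CPM 444, SD 518, n = 4, against 8.43, SD 10.1), postnb of 4.08 (SE 0.17; CPM 971, SD 554, against 52.2, SD 27.4) and fbln5 of 4.74 (SE 0.32; CPM 790, SD 899, against 18.7, SD 19.0). postnb and fbln5 are higher in 4 of 4 libraries and elnb in 2 of 4. An elnb UMI is found in 34.6% of the cells (thinned 19.8%, median 1459 UMIs) and in 2.18% of Erythrocytes (thinned 1.74%).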

Cells of the “Bulbus arteriosus” cluster were distinguished by the expression of *elnb, postnb,* and *fbln5*, reflecting their smooth muscle composition.^19^ Neural and neural crest cells were represented by clusters “Cardiac peripheral nerves”' and “Neuronal cells”' characterized by the expression of *tuba1c* and *elavl3*^43^ and cluster “Neural crest” by the expression of *twist1a/b, id2a, id3*, and *sox9b*.^44^^,^^45^^,^^46^ Mesenchyme and fibroblasts make up a significant population of cardiac cells and could be distinguished by the expression of adhesion molecules such as *cldnh,* and *epcam*.^47^ 

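tuba1c and elavl3 have log2 fold changes of 5.45 (SE 0.14) and 6.69 (SE 0.18) in Cardiac peripheral nerves (4 of 4 libraries each, edgeR) and of 1.52 (SE 0.40) and 1.83 (SE 0.42) in Neuronal cells, where 3 libraries enter the fit, since 48 hpf sqet31Et holds 6 such cells; each is higher in 2 of the 3 (elavl3 CPM 87.3, SD 95.1, n = 3, against 28.4) and loses the threshold without either 72 hpf library. In Neural crest the values are 4.02 for twist1a, 2.23 for twist1b, 2.37 for id2a, 3.30 for id3 and 3.21 for sox9b, each in 4 of 4 libraries. cldnh has a log2 fold change of 3.90 (SE 0.37) in Resident fibroblasts and 5.20 (SE 0.72) in Mesenchymal fibroblasts, and epcam of 2.21 (SE 0.33) and 6.27 (SE 0.52), each in 4 of 4 libraries. An elavl3 UMI is found in 63.9% of Cardiac peripheral nerves (thinned 44.2%, median 1095 UMIs per cell), 19.9% of Neuronal cells (thinned 8.30%, median 1983) and 1.74% of Erythrocytes (thinned 1.31%). Under DESeq2 the adjusted p of elavl3 in Neuronal cells is no longer below 0.05. In 61.4% of Neuronal cells, pancreatic endocrine genes take at least 1% of the UMIs.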

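In Mesenchymal fibroblasts, col1a1a has a log2 fold change of 4.66 (SE 0.45; CPM 5751, SD 2740, n = 4, against 246, SD 109) against all other annotated cells in edgeR, and cdh1 of 5.42 (SE 0.44; CPM 493, SD 210, against 13.7, SD 9.78), each higher in 4 of 4 libraries. A col1a1a UMI is found in 32.8% of the cells (thinned 25.6%, median 1202 UMIs per cell) and in 14.0% of Erythrocytes (thinned 9.50%). For the claudin gene cldnh, mean CPM is 772 (SD 369) here and 1144 (SD 1002) in Resident fibroblasts. A list of epidermis and fin fold genes, which includes epcam, takes at least 1% of the UMIs in 40.3% of Mesenchymal fibroblasts. Hatching gland genes do so in 45.1% of Resident fibroblasts.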

Two clusters constituting this cell lineage were “Resident fibroblasts” and “Mesenchymal fibroblasts”, the latter of which expressed higher numbers of genes encoding structural proteins and extracellular matrix components such as *col1a1a*, *cdh1,* and those encoding the Claudin family^48^ (Table S5). Interestingly, we also detected a cluster of cells designated as “Mesoderm progenitors” (Figures 1E and 2A) which was enriched in the expression of *isl1, isl2b*, and *ldb1a* which are known to be expressed in cells originating from the second heart field.^16^^,^^49^ Cells of this cluster also expressed a large number of transcription factors and cell cycle regulators (Figure S1D; Table S5). 

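isl1 has a log2 fold change of 2.29 in Mesoderm progenitors (SE 0.48, adjusted p = 0.00104 in edgeR, 3 of 4 libraries higher; CPM 46.0, SD 51.2, against 10.2, SD 6.28) and isl2b of 5.17 (SE 0.32, 4 of 4; CPM 136 against 4.32). With DESeq2 isl1 does not pass an adjusted p of 0.05. Mean isl1 CPM is 178 in Cardiac peripheral nerves and 156 in Neuronal cells. An isl2b UMI is found in 35.8% of the cells (thinned 5.80%) and in 0.435% of Erythrocytes (thinned 0.218%). ldb1a could not be matched to a single gene. The 45 matched genes of the S and G2M lists take 32.1 of every 10000 UMIs of the cluster.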

Interestingly, we also captured cells enriched in the expression of hematopoietic markers *blf* and *myb*.^50^^,^^51^ From these, distinct populations enriched in markers of erythrocytes (hemoglobin genes as well as *alas2, hemgn*^52^) and leukocytes comprising of neutrophils (*mpx*,^53^ *ncf1*^54^), macrophages (*mpeg*^55^), and platelets (*mpl, itga2b*^56^) could be distinguished (Figures 2A; Table S5).

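In the Hematopoietic precursor cluster, blf has a log2 fold change of 3.69 (SE 0.58) and myb of 3.77 (SE 0.60), each higher in 2 of 4 libraries (edgeR). In Erythrocytes, alas2 has 3.81 (SE 0.43, 4 of 4) and hemgn 2.91 (SE 0.28, 4 of 4), and 3.41% of Erythrocytes hold an alas2 UMI (thinned 2.25%), against 0.556% of Myocardium cells (thinned 0.265%). In Leukocytes, ncf1 has 8.71 (SE 0.45, 4 of 4; CPM 884, SD 299, n = 4, against 1.96, SD 0.607), mpl 5.37 (SE 0.64, 2 of 4) and itga2b 7.45 (SE 0.77, 2 of 4). An ncf1 UMI is found in 31.9% of Leukocytes (thinned 21.7%, median 1196 UMIs per cell), mpl in 16.8% (thinned 5.31%) and itga2b in 11.5% (thinned 5.31%). Without either 72 hpf library, itga2b loses the threshold. mpx and mpeg1.1 could not be matched to a single gene.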

Different cell clusters exhibited variable proliferation activity based on the expression of genes driving the G2M and S-phase of the cell cycle. The most proliferative cluster being “Endothelial precursors”, the cells of which expressed a large number of G2M and S-phase related genes (Figure S1D). 

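The S and G2M genes of the list (45 of 47 matched) take 88.7 of every 10000 UMIs in Endothelial precursors, 53.0 in Proliferating cells, 32.1 in Mesoderm progenitors, 26.2 in Unclassified and 25.1 in Erythrocytes. In Endothelial precursors the values of the libraries are 86.3 and 79.6 at 48 hpf (sqet31Et, sqet33mi59BEt) and 100 and 108 at 72 hpf. The authors' deposited phase call is S or G2M for 99.8% of the cells of this cluster and for 95.7% of Proliferating cells, and after thinning 97.3% and 89.4% of the cells hold a UMI of the list. The cluster was defined from the same expression values.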

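By library (48 hpf sqet31Et, 48 hpf sqet33mi59BEt; 72 hpf sqet31Et, 72 hpf sqet33mi59BEt), the S and G2M list takes 18.4 and 8.52 against 6.73 and 9.28 of 10000 UMIs in Bulbus arteriosus, and 14.5 and 9.84 against 7.89 and 6.27 in Leukocytes. Mesoderm progenitors have 36.2 and 28.6 against 27.3 and 19.7, Erythrocytes 30.0 and 29.8 against 23.7 and 22.5, and Resident fibroblasts 8.79 and 23.7 against 11.1 and 17.1. Both 48 hpf libraries lie above both 72 hpf libraries in Leukocytes, Mesoderm progenitors and Erythrocytes. By deposited phase calls over all cells of a stage, S or G2M cells make up 53.5% at 48 hpf and 27.1% at 72 hpf in Bulbus arteriosus, 75% and 30.3% in Leukocytes, 68.8% and 50.9% in Mesoderm progenitors, 85.5% and 65.8% in Erythrocytes, and 80.7% and 49.1% in Resident fibroblasts.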

The clusters “Bulbus arteriosus”, “Leukocytes”, “Mesoderm progenitors'', “Erythrocytes”, and “Resident fibroblasts” were found to be more proliferative at 48 hpf compared to 72 hpf (Figure S1D), which may reflect their differentiation process. Accordingly, clusters expressing known cell-type-specific markers were generally low in proliferation activity (<50%). These include “Myocardium”, “AV cushion” and “AV endocardium”, “Endothelial cells”, and “Neuronal cells” (Figure S1D).

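Deposited S or G2M phase calls fall on 33.3% of Myocardium cells, 28.4% of AV cushion, 12.1% of AV endocardium, 37.5% of Endothelial cells and 27.0% of Neuronal cells. The S and G2M list takes 5.92, 9.14, 4.63, 11.5 and 5.45 of every 10000 UMIs in these clusters.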

In order to provide spatial context to the cell clusters, we took advantage of the available spatial information from the serial cross-section transcriptome dataset of the zebrafish heart.^31^ Correlating the expression profiles of our main scRNA-seq clusters with that of each serial section, the analysis revealed that cell types associated with structures known to be spatially localized exhibited the highest correlation with sections representing their corresponding localization (Figure 2B). Furthermore, spatial correlation between each main cluster and their corresponding fine-grained clusters (see supplementary method) revealed overall high levels of both gene and spatial cluster correlation, except for the “Unclassified” cluster which was heterogeneous in both spatial and gene expression values, and the “Mesenchymal fibroblasts” cluster which was homogeneous in terms of gene expression values but spatially heterogeneous (Figure S2; Table S6). This suggested that these clusters might be controlling subparts of the main clusters which have a differentiated role but are otherwise attached to the developmental structure associated with the respective main cluster. Taken together, the spatial correlation analyses of the scRNA-seq clusters agree with the spatially restricted expression profile, thereby providing additional support for our cluster annotation.

To identify potential cellular crosstalk between cell types in the developing heart, we constructed an interactome map between the cardiac cell clusters based on the expression of ligands and their receptors.^57^ The analysis revealed several known cellular interactions including those involved in the development of AV cushion.^58^ 

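bmp5 and bmp6 were compared in edgeR between the rebuilt Atrioventricular-like cells (302 cells) and all other Myocardium cells. bmp5 is higher by a log2 fold change of 1.09 (SE 0.18, adjusted p = 1.89e-04, 4 of 4 libraries; CPM 190, SD 92.8, n = 4, against 88.3, SD 44.9) and bmp6 by 1.59 (SE 0.26, adjusted p = 1.68e-04; CPM 74.5, SD 40.1, against 25.6, SD 8.40). A bmp5 UMI is found in 34.4% of the Atrioventricular-like cells (thinned 10.3%, median 3371 UMIs per cell), 13.0% of the others (thinned 3.71%) and 1.38% of Erythrocytes (thinned 1.23%). sdc2 is highest in AV cushion among the 18 clusters, with a mean CPM of 258 (167 in Endothelial cells and 92.4 in AV endocardium), and a log2 fold change of 0.74 against all other annotated cells (adjusted p = 0.00643). The names bmpr2a and acvr1ba could not be matched to a single gene.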

Genes encoding Bmp4/5/6 were expressed in the “AV cardiomyocytes” cluster, while those encoding its signaling receptors Bmpr2a, Acvr1ba, and Sdc2 were expressed in the “AV cushion” cluster (Figure 2C; Table S7). The analyses also suggested potential interactions which were not previously established. For instance, the cluster “Cardiac peripheral nerves” interacted with “Endothelial cells” and “Epicardium” clusters through Robo1/2 and its receptor Slit1a/2/3 expressed in the corresponding clusters (Figure 2C; Table S7). 

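In Cardiac peripheral nerves, robo1 has a mean CPM of 115 (log2 fold change 2.26 against all other annotated cells, SE 0.26, adjusted p = 5.78e-16 in edgeR) and robo2 of 82.7 (3.44, adjusted p = 6.81e-25). slit2 has a mean CPM of 118 (SD 11.8, n = 4) in Endothelial cells (log2 fold change 1.74, adjusted p = 1.89e-05) and 197 (SD 341) in Epicardium (-0.61, adjusted p = 0.338). slit3 has 172 in Endothelial cells (1.40, adjusted p = 4.83e-05) and 149 (SD 187) in Epicardium (-0.94, adjusted p = 0.0834). robo2 is also high in Epicardium, at 103 CPM. slit1a could not be matched to a single gene. Protein contact was not measured in these libraries.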

The Robo/Slit signaling was implicated in axon guidance, as well as in endocardial progenitors migration to the midline.^59^ 

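plxna3 is highest in Cardiac peripheral nerves among the 18 clusters, at a mean CPM of 97.1 (log2 fold change 3.53 against all other annotated cells, adjusted p = 7.42e-29 in edgeR). sema3aa is higher in the rebuilt Sinoatrial-like cells than in the other Myocardium cells by a log2 fold change of 3.34 (SE 0.37, adjusted p = 1.22e-16; CPM 236, SD 53.7, n = 4, against 14.7, SD 9.39). In the same comparison fgfr2 has 1.61 (adjusted p = 1.99e-04), fgfr3 3.49 (3 of 4 libraries), fgfr4 2.23 and sdc4 0.45 (adjusted p = 0.313). In Cardiac peripheral nerves fgfr2, fgfr3 and fgfr4 have mean CPM of 19.7, 29.8 and 20.2, and sdc4 173. ncam1a and mdkb could not be matched to a single gene.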

The “Cardiac peripheral nerves” cluster also interacted with “SA cardiomyocytes” subcluster through several known ligand-receptor pairs including Plxna3 - Sema3aa, Fgfr2/3/4 - Ncam1a, and Sdc4 - Mdkb (Figure 2C; Table S7), which have been implicated in neural patterning.^60^^,^^61^ Taken together, the analysis revealed potential interactions between cell or tissue types and their underlying molecular players for further in-depth analyses.

### Diverse myocardial cell populations constitute chamber myocardium and the cardiac conduction system

The myocardium is the main tissue type of the heart which is responsible for the organ’s main contractile function. Myocardial cells are characterized by their contractility and high metabolism.^62^ In agreement with this, Gene Ontology terms related to muscle function and structure were enriched among genes in this cluster (Figures 3A and 3B; Table S8). Chamber cardiomyocytes could be distinguished by the expression of well-established marker genes.^63^^,^^64^ Within the cluster “Myocardium”, a clear distinction between atrial and ventricular cardiomyocytes was evident by the complementary expression of atrial (*myh6*) and ventricular (*myh7* and *myh7l*) cardiomyocyte markers (Figure 3A). 

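Each Myocardium cell was placed by the larger of its myh6 and myh7l UMI counts: 1034 cells (27.4%) have more myh6, 2275 (60.2%) more myh7l, 67 have equal numbers and 403 have neither. In 460 cells (12.2%) the 2 counts differ by 1 UMI, so their side rests on 1 molecule. By library (48 hpf sqet31Et, 48 hpf sqet33mi59BEt, 72 hpf sqet31Et, 72 hpf sqet33mi59BEt) the cells with more myh6 number 393, 126, 308 and 207 and those with more myh7l 683, 282, 827 and 483. Both genes are detected in 639 cells (16.9%). A myh7l UMI is found in 32.2% of the cells with more myh6 (thinned 8.99%, median 2366.5 UMIs per cell) and in 28.2% of Erythrocytes (thinned 22.0%, median 667). A myh6 UMI is found in 10.5% of the cells with more myh7l (thinned 4.75%, median 1565) and in 8.12% of Erythrocytes (thinned 6.09%). Both genes define the split and are not results of it, and myh7 and myh7l are near-identical neighbours among which a 3' read may be placed wrongly.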

Differential expression analysis between both fractions confirmed the presence of a set of unique genes in each heart chambers. 

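Sums over the cells with more myh6 (atrial) and with more myh7l (ventricular) were compared in edgeR with the library as a block (4 pairs). Of 7578 genes tested, without the genes that define the split, 1182 pass an adjusted p of 0.05, 485 higher in atrial and 697 higher in ventricular cells; 442 and 582 of these go the same way in 4 of 4 libraries. Leaving the block out moved the count most, to 170. DESeq2 with the block gives 761. Scaling by TMM shifts every log2 fold change by -0.20; with library totals alone 881 genes are higher and 373 lower. A split by myh6 and myh7 instead gives 1102 genes.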

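tnnc1b is higher in the cells with more myh6 by a log2 fold change of 6.09 (SE 0.17, adjusted p = 9.89e-12 in edgeR; CPM 1777, SD 614, n = 4, against 22.9, SD 5.70) and is found in 72.9% of them (thinned 45.6%, median 2366.5 UMIs per cell) against 4.70% of those with more myh7l (thinned 1.63%, median 1565) and 1.81% of Erythrocytes (thinned 1.31%). Cells with tnnc1b also served to tell myh7l from myh7, so the value of tnnc1b is partly tied to that choice. smtnl1 is higher by 5.92 (SE 0.21, adjusted p = 1.17e-10; CPM 1082 against 15.7). myh7 is lower in the same cells, at -3.26 (SE 0.18, adjusted p = 2.75e-08; CPM 1171, SD 788, against 8382, SD 2651), as is tnni4a at -5.49 (SE 0.23, adjusted p = 6.64e-10; CPM 11.0 against 411). Each goes the same way in 4 of 4 libraries. Among genes chosen by size of change, CXCR3 is at least 18.4-fold and myhz2 at least 12.4-fold lower in the cells with more myh6, which hold 0 UMIs of either, so that a floor of 3 counts stands for this group. The value of myhz2 rests on 70 UMIs in 0.396% of the other cells, from 2 libraries, and does not pass under every alternative. TNNI2 (log2 fold change -6.97) and IRX4 (-6.75) are lower there as well.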

The top differentially expressed signatures comprised genes encoding for various structural proteins involved in active force generation, including *myh6, tnnc1b* and *smtln1* (atrial), and *myh7l*, *myh7*, and *tnni4a* (ventricular) (Figure 3C).

**Figure 3:**
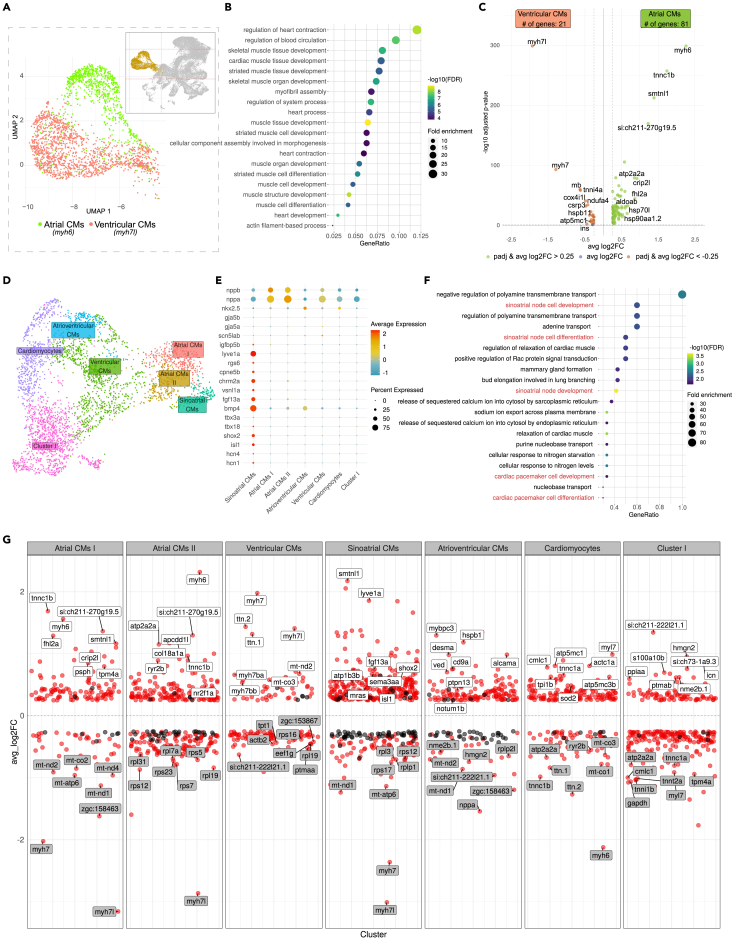
Analysis of the “Myocardium” cluster revealed the diversity of myocardial cells and pinpointed sinoatrial cardiomyocytes within the atrial myocardium (A) Two distinct identities of chamber myocardium could be delineated by molecular markers: Atrial CMs by expression of *myh6* and Ventricular CMs by *myh7l* expression. (B) Gene Ontology enrichment analysis of all genes enriched within the “Myocardium” cluster. (C) Volcano plot depicting differentially expressed genes between atrial and ventricular CMs fractions. (D) UMAP projection of re-clustered myocardial cells reflecting the heterogeneity of atrial and ventricular myocardium. (E) Dotplot showing the expression (SCT normalized counts) of well-established gene signatures associated with working myocardium and sinoatrial pacemaker within “Myocardium” clusters. (F) Gene Ontology enrichment analysis of genes enriched within the “Sinoatrial CMs” subcluster. (G) Differentially expressed genes in each myocardial subclusters. Top 8 genes in terms of significance were labeled. Genes with adjusted *p*-value <0.05 are depicted as red dots while not significant genes (adjusted *p*-value >0.05) are shown in black. Source data: Tables S8, S9, and S10.

In order to delineate subpopulations of myocardial cells at higher resolution, we further re-clustered cells within the “Myocardium” cluster (a total of 3315 cells) (Figure 3D). 

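At a resolution of 1.5, the 3779 cells of the annotated Myocardium cluster form 17 clusters. Those named Atrial-like or Ventricular-like hold 988 cells (26.1%): 702 Atrial-like (18.6%) in 3 clusters and 286 Ventricular-like (7.57%) in 1. By library the share is 29.4% and 26.3% at 48 hpf (sqet31Et, sqet33mi59BEt) and 24.2% and 24.5% at 72 hpf. Resolutions of 0.8 and 2.5 give 28.1% and 20.8%. In 11 clusters with 2396 cells (63.4%, median 1074.5 UMIs per cell) no subtype was named. 1 of them (214 cells) has markers enough of a class but 4 genes of other tissues among its 10 leading ones. With it the share would be 31.8%, by a rule chosen after seeing the values. Unnamed clusters of 392, 324, 168 and 158 cells have 8, 4, 10 and 5 such genes among their 10 leading ones. The endothelial markers tie1 and cdh5 are among the leading genes of another, with 74 cells. All these cells count in the total and among the other Myocardium cells of later comparisons. 1 of the Atrial-like clusters is led by the stress genes hspb9 and ATF3.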

The analysis revealed that at least 43% of myocardial cell populations consisted of those making up the working myocardium of the two cardiac chambers, namely, atrial (“Atrial CMs I” and “Atrial CMs II”) and ventricular (“Ventricular CMs”). The mutually exclusive expression of *myh6* and *myh7/myh7l*, together with other unique markers, differentiate these two subtypes of chamber myocardium (Figure 3G; Table S9). 

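The rebuilt clusters that match Atrial CMs I and II of Table S9 hold 292 and 225 cells, with medians of 4974.5 and 2317 UMIs. The match of the first is near a tie, with a median log2 fold of 0.70 against 0.69 in the Sinoatrial-like cluster. Their mitochondrial shares of UMIs average 8.55% (SD 4.34, n = 4 libraries) and 16.6% (SD 6.71). The difference is 8.03 percentage points (SD 4.62, 4 of 4 libraries, exact sign-flip p = 0.13, the smallest that 4 pairs can give).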

Two distinct subclusters of atrial cardiomyocytes were different in terms of higher mitochondrial content in “Atrial CMs II” compared to “Atrial CMs I” (Figure S1E). In addition, “Atrial CMs II” was enriched for the expression of *myoz2b*; Table S9), the mammalian ortholog of which was previously reported to mark a distinct population of cardiomyocytes with yet unknown function.^65^ 

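In the cluster matched to Atrial CMs II, myoz2b has a mean CPM of 189 (SD 38.0, n = 4 libraries), against 146 (SD 32.5) in the one matched to Atrial CMs I and 191 (SD 78.4) in the Ventricular-like cluster.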

An additional cluster designated as “Cardiomyocytes” expressed *myl7* which identified these cells as cardiomyocytes. However, they are not enriched in any chamber-specific markers.

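The rebuilt cluster nearest to the "Cardiomyocytes" genes of Table S9 holds 308 cells (median 3424 UMIs) and was not named. Its mean CPM is 24596 (SD 5958, n = 4) for myl7, 58.8 (SD 76.3) for myh6, 4890 (SD 1736) for myh7 and 16.7 (SD 10.6) for tnnc1b. In the clusters matched to Atrial CMs I and to Ventricular CMs, myh6 has 5607 and 56.0 and myh7 974 and 14787. The ventricular marker tnni4a is among its leading genes, with a CPM of 639 (SD 154), against 10.6 and 708 in those 2 clusters.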

Besides the working myocardium, the cardiac conduction system constitutes an important structure of myocardial origin. Among cells with high expression of atrial-specific gene (*myh6*), we identified a group of 127 cells that uniquely express *lyve1a*^31^*, vsnl1a*^66^, and *chrm2a*^67^ that have been reported to be upregulated in the heart SA region. These cells also express other genes implicated in the function of the SA pacemaker, including *isl1, shox2, hcn4, bmp4, fgf13a, tbx18*,^31^^,^^32^^,^^68^ while maintaining low expression of working myocytes markers, e.g., *nppa/b, nkx2.5, gja5a/b* (Figure 3E). 

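1 rebuilt cluster, called Sinoatrial-like, holds 93 cells (2.46% of Myocardium): 52 and 11 at 48 hpf (sqet31Et, sqet33mi59BEt) and 20 and 10 at 72 hpf. Resolutions of 0.8 and 2.5 give 95 cells. Of 4077 genes tested in edgeR against all other Myocardium cells, leaving out those used for clustering, 575 pass an adjusted p of 0.05, 109 higher and 466 lower. Leaving out the 48 hpf sqet31Et library, which holds most of the cells, moved the count most, to 79; DESeq2 gives 262 and thinned cells 198. Scaling by TMM shifts every log2 fold change by -0.68, and with library totals alone 287 are higher and 122 lower. vsnl1a, isl1 and tbx18 are among the 575 but helped to name the cluster, and lyve1a and chrm2a were used for clustering, so the 5 are not results here.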

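In Sinoatrial-like cells, nppa is lower than in the other Myocardium cells by a log2 fold change of -1.85 (SE 0.26, adjusted p = 1.89e-10 in edgeR, 4 of 4 libraries; CPM 2821, SD 2283, n = 4, against 5707, SD 2838), as is nkx2.5 at -2.14 (SE 0.43, adjusted p = 2.33e-05; CPM 42.2 against 174). nppb has -0.93 (SE 0.27, adjusted p = 0.00802) but 2 of 4 libraries on each side, with CPM of 1852 (SD 1755) against 1611 (SD 905). isl1 and tbx18 helped to name the cluster and shox2, bmp4 and fgf13a were used for clustering, so these are not results, and hcn4, gja5a and gja5b could not be matched to a single gene.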

Gene Ontology enrichment analysis revealed numerous GO terms related to the sinoatrial node and cardiac pacemaker cell development (Figure 3F; Table S10). We therefore define this cluster as “Sinoatrial CMs” that could represent a group of specialized cardiomyocytes of the primary pacemaker site of the cardiac conduction system. Similarly, the cluster “Atrioventricular CMs” is distinguished by the expression of *bmp4*, and *tbx2b* (Figures 3E and 3G; Table S9), which were previously associated with the atrioventricular canal.^33^ 

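The Atrioventricular-like cluster holds 302 cells (7.99% of Myocardium, median 3371 UMIs), and its leading genes include the stress genes JDP2, hspb9 and hspb9l. Resolutions of 0.8 and 2.5, chosen after seeing the data, give 311 and 188 cells; at 2.5 the stress genes lead a separate, unnamed cluster of 105 cells. bmp4 and tbx2b were used for clustering and are not results. Of 4527 other genes tested in edgeR against the remaining Myocardium cells, 198 pass an adjusted p of 0.05, 139 higher and 59 lower, with 121 and 54 in the same direction in 4 of 4 libraries. The fit without the library block moved the count most, to 1. Library totals without TMM give 124 higher and 109 lower. The genes raised most by log2 fold change are TMEFF2 (3.25), OSBPL10 (2.27) and zgc:154006 (2.18).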

These two pacemaker subclusters were enriched for partially overlapping sets of genes encoding transcription factors, ion channels, as well as cell adhesion molecules (Figure S3; Table S11), in line with our previous results from bulk transcriptome analysis.^32^^,^^33^

To determine the relevance of our single cell transcriptome data as a potential resource for studying human heart diseases, we explored whether any clinically relevant SNPs have been reported in the human orthologues of genes enriched in various myocardial clusters. Utilizing the ClinVar database,^69^ we found a total of 52 genes in the collective myocardial cluster to be associated with heart conditions related to conduction, arrhythmia, AV block, and long QT syndrome (Table S12). Among these, 23 genes were enriched in the “sinoatrial CMs” and 18 in the “atrioventricular CMs” clusters.

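Table S12 gives 23 genes for Sinoatrial CMs, of which 18 could be matched and tested against the other Myocardium cells in edgeR; 13 are higher in Sinoatrial-like cells, 7 of them at an adjusted p below 0.05. eno3, which was used for clustering, passes in the other direction (log2 fold change -0.85, adjusted p = 0.0202 in edgeR). Of the 7 that were not used for clustering, 6 are higher and 4 pass: fgfr2 (log2 fold change 1.61), map1lc3a (1.24), mpp1 and pnocb (4.57). For Atrioventricular CMs the table gives 18 genes; 14 were tested, all 14 are higher in Atrioventricular-like cells and 9 pass. Of the 4 not used for clustering, 4 are higher and neurl1b (0.88) and prkag2a (0.65) pass. Links between these genes and disease come from the table and were not examined.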

### Functional analysis of cell-type-specific markers reveal new potential players in heart rhythm maintenance

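The authors searched for genes raised in Sinoatrial CMs against the other myocardial subclusters. In the rebuilt Sinoatrial-like cells, atp1b3b (ENSDARG00000042837) is higher than in all other Myocardium cells by a log2 fold change of 3.98 (SE 0.39, adjusted p = 3.55e-21 in edgeR, 4 of 4 libraries; CPM 179, SD 42.6, n = 4, against 8.40, SD 4.72). colec10 (ENSDARG00000104752) is higher by 2.52 (SE 0.36, adjusted p = 2.07e-10, 4 of 4 libraries; CPM 291, SD 127, against 29.7, SD 13.0). An atp1b3b UMI is found in 57.0% of Sinoatrial-like cells (thinned 10.8%, median 5099 UMIs per cell), 2.14% of the others (thinned 0.624%, median 1479) and 0.798% of Erythrocytes (thinned 0.218%). For colec10 the shares are 60.2% (thinned 12.9%), 6.84% (thinned 1.33%) and 0.145% (thinned 0.0725%). With every cell thinned the log2 fold change of atp1b3b is 3.53.

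**Figure D3:**
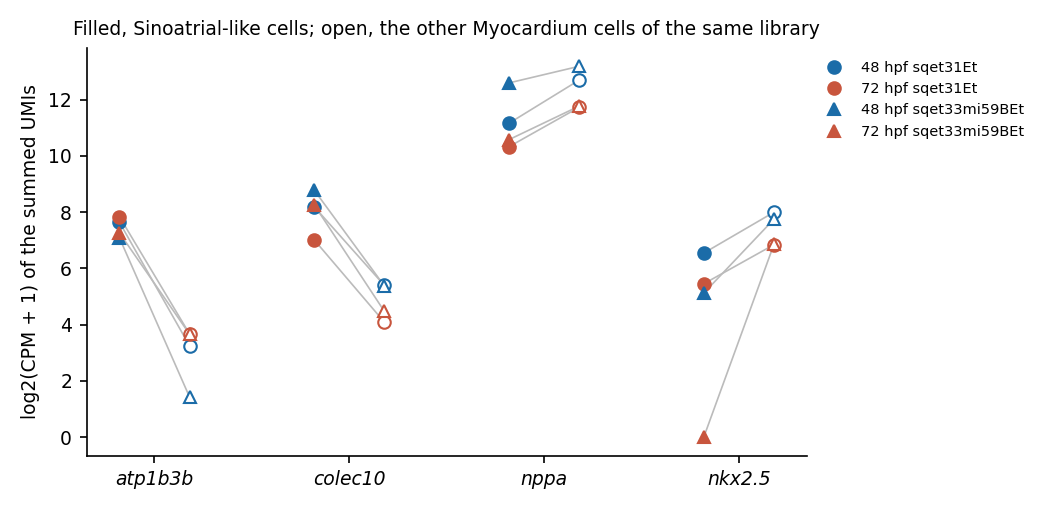
log2(CPM + 1) of genes in Sinoatrial-like cells (filled) and in the other Myocardium cells (open), 1 point per library. nkx2.5 is at 0 in the Sinoatrial-like cells of 72 hpf sqet33mi59BEt.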

To identify novel molecular players involved in the development and function of the primary pacemaker, we searched for genes which are specifically enriched in the “Sinoatrial CMs” cell cluster and identified two genes, *atp1b3b* and *colec10* (Figure 4A; Table S9). Whole mount *in situ* hybridization and hybridization chain reaction revealed that the expression of *atp1b3b* in the heart were found to be particularly restricted to the sinoatrial region (Figures 4G, 4H, and S4A), which suggested this gene as a novel marker for pacemaker cells in the zebrafish. On the other hand, *colec10* expression was undetectable by these two methods (Figure S4B). To establish the function of these two novel candidate genes, we performed loss of function analysis by the CRISPR/Cas9 based F0 knockout.^70^^,^^71^ To target *atp1b3b,* we designed sgRNAs against the 2nd, 4th and 5th exons (Figures 4B and S5). By 48 hpf, loss of function of *atp1b3b* did not appear to affect heart development nor overall morphology (Figures 4C and 4F). Targeting of *colec10* by three sgRNAs directed against the 2nd and 6th exons (Figures 4B and S5; Table S2) caused a high proportion of embryos with hearts that failed to loop by 48 hpf (46%, *n* = 160/347, Figures 4C and 4D). These embryos appeared morphologically normal otherwise, with only a very small number of embryos exhibiting gross morphological abnormality (Figures 4C and 4F).

**Figure 4:**
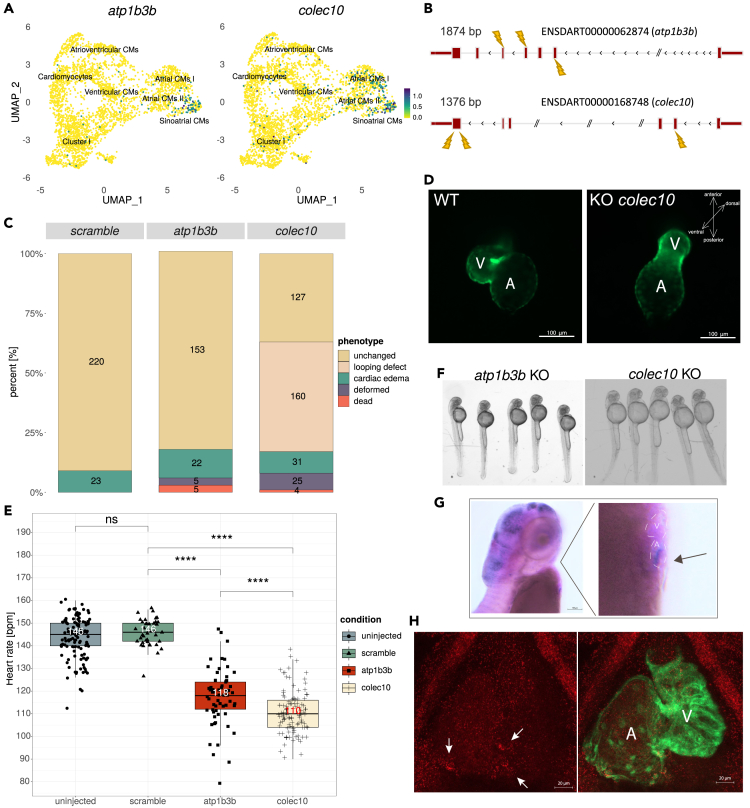
Functional analysis identified atp1b3b and colec10 as new players in heartbeat maintenance (A) Expression of *atp1b3b* and *colec10* within the myocardial subclusters. The highest expression for both genes was observed within Sinoatrial CMs cluster. (B) Scheme illustrating gene loci targeted by CRISPR/Cas9 strategy. The combination of three sgRNAs were utilized for *atp1b3b* and *colec10* knockout generation. Control embryos were injected with a scrambled sgRNA. (C) Barplot summarizing observed phenotypes from all replicates for each gene knockout. Numbers within each section indicate the number of embryos associated with a particular phenotype. (D) Fluorescent images showing heart looping defect in *colec10* knockouts as compared to uninjected embryos (WT represents embryos on *Tg(myl7:EGFP-Hsa.HRAS)*^*s883*^ background at 48 hpf). (E) Heartbeat rate comparison between appropriate knockouts, uninjected wild-type control, and scrambled-injected embryos (significance values according to Wilcoxon rank-sum test). (F) Representative image showing morphology of *atp1b3b* and *colec10* knockout embryos. (G) Whole mount *in situ* hybridization of *atp1b3b*. (H) Hybridization chain reaction *in situ* for *atp1b3b* performed on 3 dpf larvae. Note the restricted heart expression within the sinoatrial region (G, H). Detailed single confocal plane images provided in the Figure S4A.

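Among the 18 main clusters, mean atp1b3b CPM is highest in Cardiac peripheral nerves (72.1) and mean colec10 CPM in Epicardium (86.8). Leaving out each library in turn gives log2 fold changes of 3.89 to 4.18 for atp1b3b and 2.5 to 2.76 for colec10 between Sinoatrial-like and other Myocardium cells.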

The specific expression of *atp1b3b* and *colec10* in the “Sinoatrial CMs” cluster representing the primary pacemaker cell population led us to question whether they are involved in regulating heart rhythm. We systematically calculated the heartbeat rate in CRISPR/Cas9-injected embryos (Figures 4E and S6; Table S13). While the scrambled sgRNA did not induce any observable phenotype nor reduction in heart rate, heartbeat rate was significantly lower in both *atp1b3b* and *colec10* knockout compared to uninjected and scrambled-injected siblings (Figures 4E, Videos S1 and S2). By 48 hpf, knockout of *atp1b3b* resulted in a median of 118 bpm which was 28 heart beats per minute (bpm) less compared to scrambled-injected siblings (*n* = 61, *p*-value = 9.4e-16). However, at 72 hpf, the reduction in heart rate becomes insignificant (*n* = 12, *p*-value = 0.0643; Figure S6; Table S13). On the other hand, in *colec10* knockout, the larvae had a heart rate of 110 bpm by 48 hpf, which is 36 bpm less compared to scrambled-injected siblings (*n* = 109, *p*-value = 2.2e-16) (Figure 4E). The reduced heart rate is retained at 72 hpf (*n* = 12, *p*-value = 0.0004; Figure S6; Table S13). The genetic mozaicism of these F0 individuals limited our ability to ascertain the true function of the two candidate genes. Hence, more detailed analysis of stable mutants is necessary and underway. Collectively, these observations suggest that the two newly identified sinoatrial pacemaker genes play a role in heart development and regulation of heart rhythm.

Video S1. Comparison of heartbeat rate in atp1b3b CRISPR knock-out and control, related to Figure 4 and S6

Video S2. Comparison of heartbeat rate in colec10 CRISPR knock-out and control, related to Figure 4 and S6

### The cardiac endothelial cell subpopulations possess distinct molecular profiles

Endothelial cells perform critical function in heart development and physiology and are known to contribute to different heart tissues including cardiac valve, coronary vessels, and trabeculae.^72^ In order to characterize the diversity of cardiac endothelial cells in the developing heart, we re-clustered cells of the “Endothelial cells”, “Endothelial precursors”, “AV endocardium”, and “AV cushion” clusters. Our analyses revealed that the cardiac endothelial cells consisted of molecularly distinct populations (Figure 5A). 

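hand2 has a mean CPM of 962 in AV cushion, 917 in AV endocardium and 466 in Endothelial cells. Its log2 fold change against all other annotated cells in edgeR is 0.85 in AV cushion (adjusted p = 1.52e-04) and 1.55 in AV endocardium (adjusted p = 3.94e-08). has2 has 576, 353 and 127 CPM, with log2 fold changes of 2.15 (adjusted p = 9.58e-24) and 2.38 (adjusted p = 6.76e-10). crip2 has 995, 1705 and 434 CPM, with 0.82 (adjusted p = 2.80e-04) and 2.63 (adjusted p = 6.68e-11).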

Clusters “AV endocardium” and “AV cushion” were distinguished by the expression of several genes characteristic of the endocardium of the AV region, which included *hand2, has2,* and *crip2*^33^^,^^58^^,^^73^ (Figure 5B). 

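Between the AV endocardium and AV cushion clusters (edgeR, 4 libraries paired), the log2 fold change in AV cushion is -1.20 for anxa1a (adjusted p = 6.06e-04, lower in 3 of 4 libraries), -1.91 for anxa5b (SE 0.20, adjusted p = 2.19e-07, 4 of 4) and -1.22 for klf2a (adjusted p = 4.95e-05, 4 of 4). notch1b does not differ over all libraries, at 0.05 (adjusted p = 0.901; CPM 639, SD 229, n = 4, in AV cushion and 476, SD 144, in AV endocardium). Its difference changes with stage (48 hpf minus 72 hpf 1.44, SE 0.23, adjusted p = 5.33e-06, a test added afterwards), with CPM of 910 against 382 and 743 against 325 at 48 hpf and 419 against 615 and 483 against 583 at 72 hpf. Its sign turns without the filter on low counts (-0.23) and without either 48 hpf library (-0.22 and -0.17).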

Cluster “AV endocardium” genes included *anxa1a* and *anxa5b*, both of which are known to be expressed in AV canal region,^31^ as well as *notch1b* and *klf2a* which are early markers of the AV valve^58^ (Figure 5B). Cluster “AV cushion” was enriched in genes coding for extracellular matrix constituents including many collagen family (*col1a1b, col1a2*, *col5a1/2a,* and *thbs1a/b*), as well as *postna* which are known to be expressed in the AV cushion.^33^ This cluster also had the highest expression of *col1a2* which is implicated in human cardiac valve disease^74^ (Figure 5B; Table S14).

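In AV cushion against AV endocardium (edgeR, 4 libraries paired), thbs1b is higher by a log2 fold change of 6.57 (SE 0.35, adjusted p = 3.15e-12; CPM 431, SD 450, n = 4, against 3.42, SD 3.22) and thbs1a by 0.84 (adjusted p = 4.72e-04). col5a1 is higher by 0.76 (adjusted p = 6.11e-04) and col5a2a by 0.96 (adjusted p = 1.00e-04). For col1a1b the CPM are 918 (SD 420) and 202 (SD 77.7).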

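col1a2 has its highest mean CPM among the 18 clusters in AV cushion, 1541 (SD 953, n = 4 libraries), followed by Bulbus arteriosus at 901. Against AV endocardium (CPM 426, SD 265) its log2 fold change is 1.52 (SE 0.15, adjusted p = 1.74e-07 in edgeR).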

**Figure 5:**
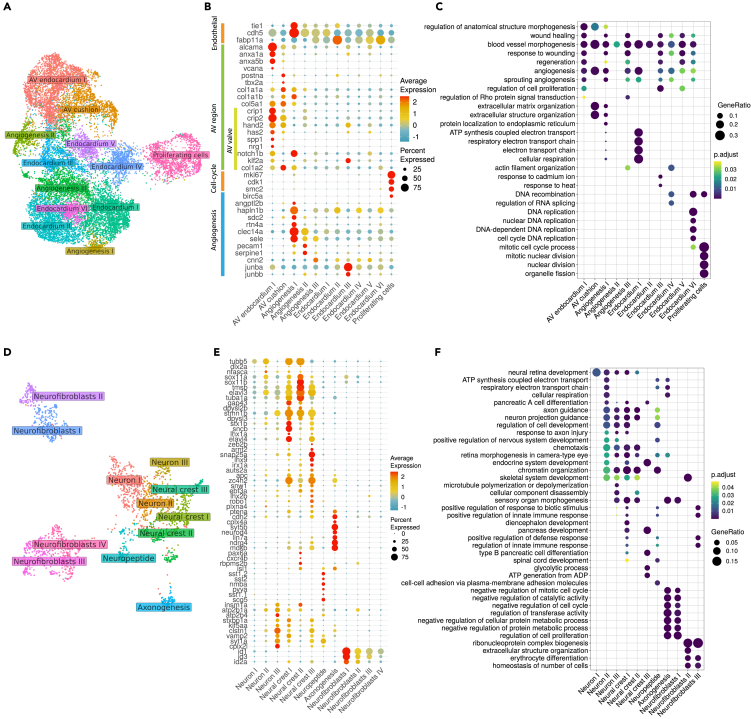
Molecular profiles of diverse endothelial and neural cell subclusters UMAP projection of endothelial (A) and neural (D) subclusters. Dotplot showing the expression of specific marker gene signatures associated with various endothelial (B) or neural (E) cell subclusters. Average expression values represent SCT normalized counts, percent expressed values represent the proportion of cells within a cluster that expresses a particular gene. Gene Ontology enrichment analysis of each endothelial (C) and neural (F) subclusters depicting the enriched functional terms (GO level 5) in each cluster. Adjusted *p*-values (Holm–Bonferroni) are indicated in color, gene ratio represents the gene count mapped into each GO category. Source data: Tables S14, S15, S16, and S17.

Noticeably, several of the endothelial subclusters were significantly enriched in functional terms related to blood vessel morphogenesis and angiogenesis (Figure 5C; Table S15). Cluster “Proliferating cells” was significantly enriched in the expression of genes encoding cell cycle regulators (Figure 5C; Table S5). Cells of this cluster uniquely express *birc5a* which is known for its role in vasculogenesis and angiogenesis.^75^ Cells of “Angiogenesis I” cluster expressed the most number of genes implicated in sprouting angiogenesis, including *hapln1b*^76^*, sdc2*^77^, and *rtn4a*^78^ (Figure 5B). Cluster “Angiogenesis II” shared a partially overlapping set of angiogenesis genes with “Angiogenesis I″, such as *clec14a*,^79^ as well as *sele*,^80^ *pecam1*^81^ and *serpine1*.^82^ Apart from *sele* and *serpine1*, cluster “Angiogenesis III” also expressed several unique genes including *cnn2* which is implicated in blood vessel endothelial cell migration^83^ (Figure 5B). The rest of the endothelial cell clusters were not enriched in any specific functional category other than that which suggest their endothelial identity and hence are likely to be endocardial lining of the cardiac chambers. Collectively, the diversity of the cardiac endothelial cell population reflects their contribution to various structures of the heart and suggests their functional diversity.

### Neural crest and the intracardiac nervous system

Besides the main cardiac cell lineages, we also identified other cell populations whose expression profiles we provide as a resource (Table S5). One important but poorly characterized cell populations are those making up the cardiac peripheral nervous system, which ensures the regulation of heart contraction speed according to physiological demands.^84^ To evaluate the diversity of the neural and neural crest cell populations in the zebrafish heart, we re-analyzed the main clusters “Cardiac peripheral nerves”, “Neural crest” and “Neuronal cells”. We distinguished subpopulations of cells which could be broadly subdivided into neuronal and non-neuronal cells (Figure 5D). Clusters “Neurons I-III” and “Neural crest I-III” were enriched in the expression of neuro differentiation markers including *elavl3, elavl4, stmn1b, tuba1a,* and *tubb5*^43^^,^^85^^,^^86^^,^^87^ (Figures 5E and 5F; Table S16). They were also enriched in the expression of *sncb* which is involved in dopaminergic neuron differentiation and development of motor functions.^88^ Clusters “Neural crest I-III” were additionally enriched in the expression of several genes implicated in neural crest development, including *mdkb*, *pbx4*, *tfap2a*, and *snw1*.^89^^,^^90^^,^^91^^,^^92^ Cluster “Neuropeptide” was enriched in the expression of genes encoding neuropeptide signaling molecules (*npb*^93^*, scg5*^94^*, nmba,* and *pyya*^95^), as well as factors promoting dendrite morphogenesis and cell migration (*sst1.1/1.2/2*,^96^ and *tmsb*^97^) (Figures 5E; Table S16). The “Axonogenesis” cluster expressed genes encoding proteins known to be associated with axons or denrites including *dscaml1, tnc, draxin,* and *nptnb*.^98^^,^^99^^,^^100^

Compared to other neural subclusters, clusters “Neurofibroblasts I-IV” were depleted in neural and neural crest markers expression while enriched in the expression of *id1* and *id3* known for their role as inhibitors of neurogenesis^101^ (Figures 5E; Table S16). Clusters “Neurofibroblasts I” and “Neurofibroblasts II” expressed a large number of genes implicated in cell cycle such as *jun/ba/bb/d* and *cdkn1bb*. They also uniquely expressed *egr1* which is implicated in neural stem cell maintenance,^102^ suggesting the characteristics of neuron stem-like cells. Hence, their expression profiles suggest their identity as neural fibroblast cells. Cluster “Neurofibroblasts III” was enriched in genes coding for the most number of extracellular matrix components including collagens and keratins, which suggests structural function Table S17. Together with “Neurofibroblasts IV” cluster, it was also enriched for *postnb* encoding the zebrafish ortholog of Periostin which is known to be expressed in endoneurial cardiac fibroblasts contributing to sympathetic nerve fasciculation in the mammalian heart.^103^ Taken together, the expression resource for these clusters, as well as others, could potentially reveal novel cardiac cell types which are poorly explored and open new pathways of investigations.

## Discussion

We present a high-resolution atlas of the developing zebrafish heart between 48 hpf and 72 hpf obtained through single cell transcriptomics. The developmental stages chosen constitute a critical phase of heart development, where specialized cardiac structures are formed, including the atrioventricular canal, heart looping, as well as the cardiac valves and conduction system.^58^^,^^104^ In addition, this developmental period also covered the time when external cell types are incorporated into the heart, forming structures such as the cardiac peripheral nerves and the proepicardium.^7^^,^^17^

CMs are widely recognized as one of the most challenging cell types to isolate (discussed in Paik et al^105^). While we cannot rule out the potential bias in terms of their survivability, our protocol enabled the capture of sufficient numbers of this cell type. This not only allowed for the determination of cluster identity but also provided the confidence to distinguish cell subpopulations based on the significant expression of known marker genes. Furthermore, despite occupying the largest volume of the heart, numerous studies have established that CMs rank as the 2nd or 3rd most abundant cell type in the mammalian heart in terms of number after cardiac endothelial cells, constituting approximately 30% and 50%, respectively (discussed in Zhou and Pu^106^). Our dataset generally aligns with this consensus, reflecting the relative abundance of these cell populations (Table S4).

To retain high-quality cells for downstream analysis, we applied multiplets removal and stringent quality check thresholds. 

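The Unclassified cluster holds 20.6% and 19.1% of the annotated cells of the 48 hpf libraries (sqet31Et, sqet33mi59BEt) and 16.5% and 16.8% of those of the 72 hpf libraries. The median is 822 UMIs per cell, and 69.4% of the cells are called S or G2M.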

Despite our best effort to refer to available public resources and literature, we were unable to establish the identity of cells contributing to the "Unclassified" cluster which constitutes the second-largest cell population in our dataset. Nevertheless, these cells successfully passed the applied QC thresholds, therefore, we decided to retain them since we believe the data removal should be made with extra care. We suspect that these cells may still present a meaningful value when analyzed in smaller clusters at higher clustering granularity.

Our study delineated major cardiac cell lineages which were supported by known molecular markers. In addition, spatial correlation analysis points to main clusters which possess specific anterior-posterior localization within the heart tube, which provided further support of their identity. Further correlation analysis between the main and subcluster components (fine-grained clusters at higher resolution, see supplementary methods) revealed the homogeneous composition of several main clusters, while pointing out the heterogeneous composition of other clusters, such as the mesenchymal fibroblasts, on which scarce literature information is available and annotation is therefore less precise. To date, there is only one published spatial transcriptomic data on the embryonic zebrafish heart.^31^ Although the section-based method limits the cellular resolution, it provided a reliable positional reference for major cardiac structures. Future spatial analysis at higher resolution is expected to enable the annotation for each cell type with improved accuracy.

Our analyses uncovered subpopulations within the major cardiac cell lineages, including previously uncharacterized subtypes of cells, along with their molecular profiles. Previous single cell analyses on the developing epicardium in zebrafish has uncovered distinct subpopulations, each possessing specific genetic signatures and function.^28^ Similarly, transcriptome profiling of mammalian cardiomyocytes at the single cell level have revealed unprecedented molecular diversity which seems to suggest further functional specializations and/or distinct energetic profiles within this cell type.^25^^,^^65^^,^^107^ A specific population of cardiomyocytes that express Myoz2, a member of the sarcomeric protein family that is implicated in hypertrophic response,^108^ was recently described in mouse and humans.^26^^,^^65^ We observed that *myoz2b,* a zebrafish ortholog of this gene was expressed in the zebrafish myocardium. *myoz2b* expression were detected in subsets of cells across almost all myocardial clusters. Determining the features and function of this particular cardiomyocyte population would provide key insights into how it contributes to the overall functioning of the heart.

Single cell analysis allowed us the opportunity to identify and study molecular components implicated in the development and function of rare cell populations, including those constituting the primary pacemaker, which high specificity. We functionally characterized two genes, *atp1b3b* and *colec10*, which were specifically enriched in the sinoatrial cardiomyocytes representing the primary pacemaker region. Our loss-of-function analyses revealed the potential role of both genes in heart development and maintaining heart rhythm. The *atp1b3b* gene encodes the ꞵ3 subunit of the Na+/K+ ATPase family responsible for osmoregulation and electrical excitability of nerve and muscle. In the heart, the ɑ1 and ɑ2 isoforms, as well as the ꞵ1 are predominantly expressed.^109^ However, some studies have also reported the expression of ꞵ3 isoform in the ventricular myocytes.^110^ Evidence have suggested that a functional distinction exist between the isoforms, although the exact mechanism is still poorly understood. Interestingly, our single cell transcriptome analysis revealed that *atp1b3b* had the most restricted expression in the sinoatrial CMs compared to other genes encoding the ɑ and ꞵ subunits. This may also underlie the specific heart rhythm phenotype observed upon their loss of function. Future analysis will further distinguish the function and mechanism of the different members of the Na+/K+ ATPases which has potential implications in developing therapies for heart failure. The gene *collectin sub-family member 10 (colec10)* encodes a member of the C-type lectin family,^34^ mutations of which have been associated with the rare 3MC syndrome 3 in humans.^111^ The gene product of *colec10* was implicated in cellular movement and migration *in vitro,*^111^ while scarce information is available on the function of this gene *in vivo*. Our observation of its specific expression in the sinoatrial CMs, together with the defects observed upon its loss of function, therefore suggest that this gene may be a new player in regulating heart development and conduction.

Our single cell transcriptome analyses also captured diverse populations of cardiac endothelial cells and at least two extracardiac cell lineages - the cardiac neural crest and fibroblasts. An interesting observation is that several endothelial cell clusters were found to be enriched for genes associated with blood vessel formation and angiogenesis. It was previously reported that the zebrafish coronary vasculature originates from the endocardial population and develops only from 1 to 2 months post-hatching.^112^ Moreover, endocardial cells are known to share the expression of vascular markers.^113^ Therefore it would seem unlikely that the enrichment of these functional categories reflects an actual process of vasculogenesis. Nevertheless, the distinct molecular profiles of the cardiac endothelial cell populations suggest the presence of functional diversity at the embryonic stage of heart development. Annotation of these cell types, particularly the latter, are still challenging as there are currently very few molecular markers that can be used to define them.^8^ Previous studies in the zebrafish have focused on cardiac fibroblasts within the context of regeneration and hence capture only the activated form.^114^^,^^115^ We nevertheless provide their expression profiles as a resource which is envisaged to open the pathway for further studies of various aspects of cardiac biology in the zebrafish model organism. The upcoming challenge will be to ascribe function to each cell type and determine the extent to which these diversity of cell types are conserved in comparison to the human heart in terms of their molecular properties and function.

### Limitations of the study

• In the CRISPR F0 knockout analysis of *atp1b3b* and *colec10*, the genetic mosaicism limited our ability to ascertain the true mechanism of the two candidate genes. Hence, more detailed analysis of stable mutants is necessary and underway.
• The lack of true spatial transcriptomics reference of the zebrafish heart limited the cellular resolution of our spatial correlation analysis.
• Precise annotation of cell types based on the limited number of characterized marker genes did not allow us to ascertain the cell identities of several cell clusters. We nevertheless provide their expression profiles as a resource in the hope of opening new pathways for further in-depth analyses.
• Considering the sparse nature of single cell expression data, it is reasonable to expect that not all the individual cells within the particular cluster would express all of the identifying markers for the cluster (discussed extensively in the following examples^116^^,^^117^^,^^118^: While this technical feature of scRNA-seq is inevitable, algorithms including Seurat^119^ which we and many other studies have employed, address this sparsity by implementing dimension reduction techniques that borrow strength across genes to identify cell-cell similarities.^120^

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-Digoxigenin-AP, Fab fragments	Roche	11093274910; RRID:AB_2313640

**Chemicals, peptides, and recombinant proteins**		

PTU	Sigma-Aldrich	P7629
Tricaine	Sigma-Aldrich	A5040
Leibovitz’s L-15 Medium	Gibco	21083–027
Fetal bovine serum	Sigma-Aldrich	F2442-500ML
Collagenase	Sigma-Aldrich	C0130
Trypsin-EDTA	Corning	25-051-CI
Alt-R™ S.p. Cas9 Nuclease V3	IDT	1081059
proteinase K	Roche	3115836001

**Critical commercial assays**		

Chromium Next GEM Single Cell 3′ Reagent Kits v.3.1	10× Genomics	1000128
10× Chromium Controller Chip G	10× Genomics	1000127
TapeStation	Agilent	G2992AA
High-Sensitivity DNA Kit	Agilent	5067–4626
Qubit dsDNA High-Sensitivity Assay Kit	Invitrogen	Q32851
NextSeq 500/550 High Output Kit v2.5 (150 cycles)	Illumina	20024907
KAPA Library Quantification Kit Illumina® Platforms	Kapa Biosystems/Roche	KR0405
HCR™ RNA-FISH v3.0	Molecular Instruments	N/A

**Deposited data**		

Raw data	This paper	GEO: GSE234216
Transcriptome data visualization	This paper	https://www.zfcardioscape.iimcb.gov.pl

**Experimental models: Organisms/strains**		

Tg(myl7:EGFP)	Huang et al., 2003^121^	ZDB-ALT-050809-20
Tg(myl7:EGFP-Hsa.HRAS)s883	D’Amico et al., 2007^122^	ZDB-ALT-070309-1
Tg(myl7:mRFP)	Rohr et al., 2008^38^	ZDB-ALT-080917-1
sqet31Et	Poon et al., 2010^37^	ZDB-ALT-070702-10
sqet33mi59BEt	Poon et al., 2016^36^	ZDB-ALT-110630-4

**Oligonucleotides**		

See Tables S2 and S3 for oligonucleotides sequences used in this study	N/A	N/A

**Software and algorithms**		

10× Genomics Cellranger pipeline version 3.1.0	10× Genomics	https://support.10xgenomics.com/single-cell-gene-expression/software/overview/welcome
Seurat package v4.0.1	Stuart et al., 2019; Hafemeister et al., 2019	https://satijalab.org/seurat/index.html
DoubletFinder	McGinnis et al., 2019	https://github.com/chris-mcginnis-ucsf/DoubletFinder
pyHeart4fish	Vedder et al., 2023	https://github.com/ToReinberger/pyHeart4Fish
bcl2fastq v2.19.0.316	Illumina	N/A
glmGamPoi	Hafemeister et al., 2019	https://bioconductor.org/packages/release/bioc/html/glmGamPoi.html
ClusterProfiler v. 3.17.3	Yu et al. 2012	https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html
DanioTalk	Chodkowski et al., 2023	https://github.com/DanioTalk
chopchop	Labun et al., 2019	https://chopchop.cbu.uib.no/
ggplot2	Wickham et al., 2009	https://ggplot2.tidyverse.org/

**Other**		

Chromium Controller	10× Genomics	https://www.10xgenomics.com/instruments/chromium-controller
Light cycler 480	Roche	05015278001
Countess 3 automated cell counter	Invitrogen	AMQAX2000
Zeiss LSM 800 confocal microscope	Zeiss	N/A
SZX16 fluorescent stereomicroscope	Olympus	SXZ16-ILLB
acA1440-220 μm USB 3.0 camera	Basler	107652
PicoPump	World Precision Instruments	PV820
2100 Bioanalyzer	Agilent	G2938A
Qubit Fluorometer	Invitrogen	Q32866

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Cecilia Winata ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

• Single-cell RNA-seq data have been deposited at NCBI GEO and are publicly available as of the date of publication with accession number GEO: GSE234216.
• The original code generated in this work for the R shiny application has been deposited at Github and is publicly available as of the date of publication: https://github.com/kanahia/ScExploreR.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

#### Animal husbandry

Zebrafish transgenic lines *sqet31Et*,^33^^,^^36^^,^^36^ *sqet33mi59BEt*,^32^^,^^36^^,^^37^ *Tg(myl7:mRFP)*,^38^ *Tg(myl7:EGFP)*^121^ or *Tg(myl7:EGFP-Hsa.HRAS)*^*s883*^,^122^ were maintained in the zebrafish facility of the International Institute of Molecular and Cell Biology in Warsaw (license no. PL14656251) in line with standard procedures and ethical guidelines. Embryos were raised in egg water at 28°C, screened for fluorescence signals in the heart and staged at 48 hpf and 72 hpf based on established morphological criteria.^123^ All zebrafish embryos utilized for microscopy were supplemented with 0.003% PTU (Sigma-Aldrich, P7629) in E3 medium (5 mM NaCl, 0.17 mM KCL, 0.33 mM CaCl, 0.33 mM MgSO4, pH 7.4) shortly before 24 hpf to inhibit pigmentation and ease heart rate observations.^124^ The zebrafish studies were conducted prior to sexual distinction, hence sex was not determined or considered. While sex differences could potentially influence these findings, especially in older or adult stages, further research could explore how sex-specific factors affect later developmental stages.

### Method details

#### Heart extraction and single cell dissociation

Whole hearts were extracted from double transgenic individuals [*sqet31Et* x *Tg(myl7:mRFP)* and *sqet33mi59BEt* x *Tg(myl7:mRFP)*]. The term “pseudo-replicates” was used to denote samples of two different genotypic backgrounds (*sqet31Et* and *sqet33mi59BEt*) at the same developmental stage. Embryos were anesthetized with Tricaine (0.16 mg/mL in egg water) and large-scale extraction was performed according to a previously published protocol, with minor adjustments.^125^ For each experiment, approximately 1000–1500 larvae were processed for heart isolation. Briefly, dechorionated embryos are resuspended in EDM solution (27 mL of Leibovitz’s L-15 Medium and 3 mL of 10% fetal bovine serum) and aspirated 6–12 times using a 200 μL pipette tips which tips had been cut. The dissociated embryo solution was then filtered through a 70 μm nylon cell strainer (VWR 732–2758) to remove large debris, followed by a second filtration through a 40 μm nylon cell strainer (VWR 732–2757). Retained hearts and other tissue debris were then washed out with EDM into a glass Petri dish. Hearts were manually separated from remaining tissue under a fluorescent stereomicroscope (Olympus) and collected into 0.5 mL of EDM. Typically, 400 to 600 hearts were obtained in each experiment. Single cell heart suspension was obtained according to Bresciani et al.^126^ Briefly, isolated hearts were resuspended in a dissociation mix containing 0.25% Trypsin-EDTA supplemented with 100 mg/mL collagenase and incubated in a thermomixer (Eppendorf) at 30°C for 30 min with gentle pipetting every 5 min using 1 mL low-binding pipette tips (Axygen). The dissociation reaction was stopped by adding ice-cold EDM medium and subjected to two rounds of centrifugation for 5 min at 1000 rpm (Eppendorf 5424 R). The resulting pellet was washed with 0.04% BSA in PBS. To remove the remaining debris, the cell suspension was filtered through a 35 μm FACS tube cell strainer (Falcon, Catalog No. 352235). Ultimately, cells were resuspended by gentle pipetting, loaded on the cell counting chamber, visually inspected under the microscope (Zeiss Apotome), and quantified by Countess automated cell counter (Invitrogen) (Figures 1A, S1A, and S1F).

#### Library prep and sequencing

After viability and quantity check, dissociated cells derived from embryonic zebrafish hearts at 48 hpf and 72 hpf were loaded on 10× Chromium Controller Chip G (10× Genomics) and processed according to the Chromium Next GEM Single Cell 3′ Reagent Kits v.3.1 targeting 10 000 cells. Resulting libraries were verified by High-Sensitivity DNA Kit (Agilent Technologies) on a 2100 Bioanalyzer (Agilent Technologies) and Qubit Fluorometer using Qubit dsDNA High-Sensitivity Assay Kit (Invitrogen). Final libraries were quantified with KAPA Library Quantification Kit Illumina Platforms (Kapa Biosystems/Roche), followed by paired-end sequencing (read 1 - 28 cycles, i7 index - 8 cycles, i5 index - 0 cycles, read 2 - 91 cycles) performed with Nextseq 500 (Illumina).

#### QC, filtering and clustering

Obtained raw sequencing data (BCL files) were demultiplexed and transformed into fastq files using 10× Cellranger pipeline version 3.1.0^127^ and bcl2fastq v2.19.0.316 (Illumina). The resulting matrices were loaded into the Seurat package v4.0.1^128^ for R v4.0.2^129^ applying standard quality control, normalization and analysis steps unless otherwise specified in the description. Briefly, sequencing reads were mapped to the zebrafish reference genome GRCz11 (Ensembl release 100) extended with additional EGFP and mRFP sequences. Due to overlapping annotations, reads mapped to non-polyA transcripts and protein-coding genes may be flagged as multi-mapped, and in consequence not count in the 10× pipeline, respective annotation GTF file was pre-filtered to retain only protein-coding genes (*cellranger mkgtf --attribute = gene_biotype:protein_coding*). The estimated number of cells identified by the Cellranger pipeline was 52,447 (Table S1). In order to dispose of potential empty droplets, low quality cells and possible multiplets, droplets with a very small (<200) and very high (>2500) library size were removed. Standard scRNA-seq filtering workflows exclude cells with a high ratio of reads from mitochondrial genome transcripts, which may indicate potential cell membrane rupture and dissociation-based damage. This filter is often set at 5–10%,^130^ however, the heart as muscle tissue is composed of diverse cell populations including cardiomyocytes which require high energy demand leading to potentially very high mitochondrial gene content per cell. Therefore, to retain cardiomyocytes while removing low-quality cells, we chose a threshold of 30% mitochondrial gene content. In addition to above mentioned thresholds, we also decided to remove cells containing more than 10% of hemoglobin reads. Altogether, to keep high quality cells the following thresholds were applied: 200 < number of genes <2500 & mitochondrial gene content <30% & hemoglobin gene content <10%. An increasing number of targeted cells is inherently associated with higher multiplet rate. To maximize the removal of possible doublets from the dataset, in addition to filtering out cells with very high gene content (>2500) we applied the DoubletFinder^131^ approach to exclude extra heterotypic doublets derived from transcriptionally distinct cells (Table S1). After applying all filtering steps, a total of 34 676 cells were retained for further analysis (Table S1). Following the Seurat workflow, the resulting gene expression matrices were normalized according to “SCT transform” using “glmGamPoi” method and the default number of cells and variable genes.^119^ The scaled matrices were dimensionally reduced by PCA and Uniform Manifold Approximation and Projection (UMAP) embedding followed by neighbor finding and clustering according to default Seurat workflow. In each, 30 principal components were used.

#### Integration of single-cell datasets

Having two biological pseudo-replicates for each timepoint (48 hpf and 72 hpf, respectively), data were integrated using the Seurat integration approach applying default parameters.^132^ 3 000 integrated anchors were identified and used as an input to create an integrated dataset as implemented in Seurat. Cells were clustered based on KNN graph based approach and Louvian algorithm for modularity optimization with the resolution parameter ranging from 0.5 to 12. Ultimately resolution was set to 1.5. Clustering results were visualized by UMAP. Finally, we used the built-in default Seurat *FindAllMarkers* and *FindMarkers* functions to identify differentially expressed genes in each cluster. As a background, the entire dataset was used except for differential expression analysis between myocardial subclusters that have been compared internally. Functional Gene Ontology (GO) analysis was performed online (http://geneontology.org/) using PANTHER classification system^133^ according to the default parameters (Fischer’s exact test and FDR as correction) or ClusterProfiler v. 3.17.3.^134^ Top 100 differentially upregulated genes were used as an input. However, many gene products involved in pacemaker development in zebrafish are not comprehensively captured by GO,^135^ therefore, the Ensembl IDs of all upregulated genes (adj. *p*-value <0.05) from Sinoatrial CMs cluster were converted to human orthologs and searched against *Homo sapiens.* All subsequent enrichment plots were generated in ggplot2 package using zebrafish ensembl IDs. The single cell transcriptome data can be accessed https://www.zfcardioscape.iimcb.gov.pl. Interactome map between the cardiac cell clusters was constructed using the DanioTalk tool.^57^ The tool provides zebrafish-focused annotations based on physical interaction data of the zebrafish proteome and hence provided significantly higher number of ligand-receptor interactions compared to others built on mammalian data. All sequencing data have been deposited in the GEO database under accession number GSE234216.

#### Spatial correlation analysis

The TOMO-seq dataset^31^ was downloaded and used as spatial reference. Genes that had a maximum read count of less than 20 were first removed. We then smooth the data with local regression method (LOESS, span ***α*** = 0.15) and calculate fold changes for all genes against the average for that gene across all sections. The Pearson correlation coefficient between each scRNA-seq clusters and each section is calculated. The spatial correlations (***ρ***) between the scRNA-seq clusters and the sections^31^ were calculated by applying the following steps: (1) Ensembl gene IDs were used to match the data from the clusters and the sections, (2) in the cluster data, the log2FC were converted to fold change values, (3) if resulting value for a given gene ID was zero either for clusters or sections, these gene ID was ignored, (4) the Pearson correlation coefficient ***ρ*** (*x*) between the cluster and each section *x* was estimated. The average number of compared genes for all sections was 254. As a proxy for assessing quality of comparison, we investigated the number of genes that were compared for estimation of ***ρ*** for each section with respect to this average value. The sections from 2nd to 36th had number of compared genes between 0.8 and 1.2 of the average value, and only sections 37th to 39th had 0.2 of the average value. Section IDs are as in Burkhard and Bakkers.^31^

#### Zebrafish F0 knockout of candidate genes using CRISPR/Cas9

The sgRNA sequences were designed utilizing chopchop^136^ with default settings for CRISPR/Cas9 knock-out method. Based on previously established protocol,^71^ sgRNAs were designed to target three different loci per gene. The following exons were targeted: 2nd, 4th and 5th as well as 2nd and 6th (in two *loci*) for *atp1b3b* and *colec10*, respectively (Figure 4B; Table S2). All selected sgRNAs were specific to the targeted gene showing no mismatches and off-targets according to chopchop (Table S2). Synthetic sgRNAs were ordered from Synthego at 1.5 nmol scales and dissolved in 15 μL of 1× TE buffer (10 mM Tris-Hcl, 1 mM EDTA, pH = 8) to reach 100 μM stock concentration. Sequences and all quality metrics are provided in Table S2. Cas9 protein was ordered from IDT (Alt-R S.p. Cas9 Nuclease V3, catalog number 1081059). Based on,^137^ a pre-assembled complex made up of Cas9 and gRNA results in greater efficiency than the coinjection of Cas9 and gRNA. Therefore, one day prior to scheduled injections, individual sgRNAs were mixed in equal volumes and adjusted to 19 μM sgRNA mix concentration. sgRNA mixes were combined with previously diluted Cas9 protein in Cas9 buffer (20 mM Tris-HCl, 600 mM KCl, 20% glycerol^70^) to reach a final concentration of 9.5 μM RNP complex concentration (molar ratio 2:1, 19 μM sgRNA mix: 9.5 μM Cas9) and incubated at 37°C for 5 min then cooled on ice and stored in 4°C until microinjection. Approximately 1 nL of RNP complex composed of three sgRNA targeting different gene loci and Cas9 protein was injected into the yolk of one-cell stage embryos.^70^ Uninjected siblings were used as control. In the case of both *atp1b3b* and *colec10* knockdown, injection of 28.5 μM of Cas9-sgRNA complex according to previous report^71^ induced over 70% mortality which suggests batch-sepcific toxicity of the Cas9 enzyme (not shown), therefore we used 9.5 μM in our experiments. To facilitate the observation of the heart, all experiments were performed in the transgenic line *Tg(myl7:EGFP)*^121^ or *Tg(myl7:EGFP-Hsa.HRAS)*^*s883*^^122^ expressing EGFP in the heart. To account for possible off-target effects resulting from microinjections, control embryos were injected with scrambled RNP complex composed of Cas9 protein and gRNA (same as in Kroll et al.^71^; molar ratio 2:1, 19 μM sgRNA mix: 9.5 μM Cas9) that does not have a complementary sequence in the genome to direct a Cas9-mediated genome cleavage (Table S2).

#### Knockout phenotype and heart rate analysis

Following microinjection, dead embryos before 24 hpf were discarded to exclude unfertilized embryos or those damaged by the injection. Phenotypic analysis was performed starting from 48 hpf. First, malformed embryos and/or embryos that developed cardiac edema were separated and reported. Then, wherever possible, a random 10 and 20 embryos from the uninjected control and knockout groups were sampled for heart rate analysis and kept for further observations. Heart rate analysis was performed at 48 hpf on the SZX16 fluorescent stereomicroscope (Olympus) by manually counting the number of heartbeats for 30 s per embryo using a timer. To maximize the accuracy of the heart rate measurements at a later stage (72 hpf), fluorescent hearts of randomly selected individuals from both, uninjected siblings and knockout embryos were recorded for 10 s (34 fps), followed by heart rate analysis using pyHeart4fish software (fluorescent mode, 34 fps).^138^ Subsequent statistical analysis was performed in R. Shapiro-Wilk normality test implied that the distribution of the knockout data are significantly different from a normal distribution (*p*-value <0.05), therefore, non-parametric Wilcoxon rank-sum test was applied to compare data between wildtype and knockout embryos. The Holm-Bonferroni method was used for adjusting *p*-values. All movies were recorded using acA1440-220 μm USB 3.0 camera (Basler).

#### Identification of CRISPR/Cas9-induced indels

Genomic DNA was isolated from a single whole embryo in its chorion at 24 hpf according to the HotSHOT method.^139^ In brief, an individual embryo was transferred to a PCR tube containing 50 μL of 50 mM NaOH, followed by 10 min incubation at 95°C and ice-cooling. The solution was then neutralized by the addition of 1/10 volume of 1 M Tris–HCl pH 8 and mixed. The sample was centrifuged to pellet the debris. Diluted supernatant was used for high-resolution melting (HRM) analysis.^140^ PCR primers were designed using the NCBI Primer-BLAST^141^ to amplify genomic regions flanking the Cas9-nuclease cleavage sites (Figures S5C and S5D; Table S3). Due to difficulties in the amplification of regions of interest, a custom HRM mix was utilized. The PCR reactions were made with 0.2 μL Phire Hot Start II DNA Polymerase (Thermo #F122S), 0.5 μL of each primer (10 μM), 1 μL of previously diluted genomic DNA, 0.6 μL of SYBR Green I dye and water up to 10 μL. Depending on the variant, the PCR reaction was supplemented with DMSO ranging from 3 to 6%. The HRM was performed in a LightCycler 480 Instrument II (Roche) using white 96 well plates and a default curve melting program. Melting curves were analyzed using the Roche LightCycler 480 software version 1.01.01.0050. To improve readability, melting curves were recreated in R using the ggplot2 package.^142^

#### Spatial gene expression validation by *in situ* hybridization

Whole mount *in situ* hybridization was performed as previously described.^33^ The following primers were used for probe synthesis: 5′-CTCATTGCCTCCACAACGCC-3’ (forward primer) and 5′-AGAGGAACTGACATCGTGCG-3’ (reverse primer) which 5′-end was extended with the following T7 polymerase promoter sequence: 5′-TAATAC GACTCACTATAGGGAGA-3’. Probes and reagents required for hybridization chain reaction *in situ* (HCR)^143^ were designed by and ordered from Molecular Instruments. HCR *in situ* was performed at 48 hpf and 72 hpf embryos according to the HCR RNA-FISH v3.0 manufacturer’s protocol optimized for zebrafish (Molecular Instruments). Larvae were treated with 10 μg/mL proteinase K (Roche) for 30 min and 50 min for 48 hpf and 72 hpf, respectively. To acquire images, embryos were mounted in 1% low-melting agarose and imaged using a Zeiss LSM 800 inverted confocal microscope.

### Quantification and statistical analysis

Single-cell RNAseq data analysis utilized statistical methods incorporated into the Seurat package. Statistical tests applied for spatial correlation analysis were extensively described in the applicable method section. Wilcoxon rank-sum test was applied for the heartbeat rate analysis.

How the deposited data were processed for this re-analysis (not part of the article)

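Hearts from embryos of 2 enhancer-trap lines, sqet31Et and sqet33mi59BEt, were dissociated at 48 and 72 hpf, and 1 single-cell library was made per line and stage. The authors processed the reads with bcl2fastq v2.19.0.316 and Cell Ranger 3.1.0 against GRCz11 (Ensembl release 100, protein-coding genes) with EGFP and mRFP added. The deposited values are counts: whole UMIs per gene and cell barcode, before the authors' filters, in 1 matrix per library, and the total UMIs and genes per barcode. The authors' annotation gives a percent of mitochondrial UMIs for the cells they kept. The other deposited columns hold cell barcodes, gene identifiers, library names, cluster names, phase calls and a doublet mark, which are other than measurements. Cluster names come from the authors' Seurat v4.0.1 run (SCTransform, integration of the 4 libraries, 30 principal components, resolution 1.5). The authors' doublet mark is set for every barcode that they did not keep, so barcodes removed as doublets cannot be separated from those removed by the limits on genes, mitochondrial or hemoglobin share, and no doublet call of another kind was added. Of the barcodes within these limits 4887 were not kept, beside the 5044 multiplets of Table S1. Total UMIs and gene numbers computed from the matrices equal the deposited ones for every barcode. The mitochondrial percent over 13 genes equals the deposited one for 31175 of 34676 cells.

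Gene identifiers were given symbols from an Ensembl-based table, which covers 23608 of 25434 identifiers. Many zebrafish genes appear there under a human symbol, and 1664 symbols belong to several identifiers. Of 258 names in the gene lists, 102 were matched by symbol, 86 by the human symbol in capitals, 13 as the only copy without a name of its own, 2 as the copy left over and 2 by synonym. Another 20 were chosen among copies by comparing detection shares with those of Table S5 (sum of distances at most 0.1 and the next copy 3 times farther). For 5 more the shares of Table S9 decided. Apart from myh7 and myh7l, the only copy whose share in Myocardium lay between the 2 shares of that table was taken. The remaining 22 share a human symbol with other identifiers and 6 have no match, and these are not reported. Of myh7 and myh7l, the copy found in fewer of the Myocardium cells with tnnc1b was called myh7l (43.5% against 66.7%). The paper's shares in Atrial CMs I are 6.8% and 38.5%, so only the order was matched. The 2 names may be exchanged between sources. Table S5 was available only in part.

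Stage ratios of genes, UMIs and mitochondrial share compare the means of 2 library medians with an exact permutation test, whose smallest two-sided p is 0.333. Correlations are Pearson r over the mean UMIs per barcode of each gene, with intervals from 1000 bootstrap resamples of genes, which carry no replicate error. Reporter shares have exact binomial 95% intervals, which hold counting error only. Cells were thinned to 500 UMIs without replacement (seed 11). Proliferation was read from 45 genes of S and G2M phase as UMIs per 10000 and from the deposited phase calls.

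Comparisons of genes use sums of raw UMIs over at least 10 cells per group and library, in edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr), with the library as a replicate block wherever both groups come from the same library, which is true by construction. The 48 hpf and 72 hpf libraries of a line come from different pools, so the line is a block only as an alternative; over the 9342 genes tested in Myocardium, the deviations of same-line libraries from their stage means correlate at 0.109. SE is the log2 fold change over the root of the F statistic. P-values were adjusted by Benjamini-Hochberg over all genes of a comparison. Numbers of cells per cluster were tested in the same way over 18 clusters. A fold against a group at 0 in every library is given as a lower bound against 3 counts, and genes that DESeq2 left without an adjusted p have no value there.

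The Myocardium cells were clustered in Seurat 5.3.0 with sctransform 0.4.2, using 30 components and a resolution of 1.5; 3000 integration features were asked for, and 2973 remained after 44 genes were left out (mitochondrial genes, the reporters, Na/K ATPase genes and reported genes that are not markers of a class). A cluster was named when at least 3 markers of a class were raised by a log2 fold of 0.5 or more, unless 3 or more of its 10 leading genes were those of another tissue, such as liver or lens genes, or its median ratio of UMIs to that of the library was under 1/3 with no marker of the class among its leading genes. This rule was set once the clusters had been seen, and it leaves 1 cluster with markers enough unnamed at a resolution of 1.5 (214 cells) and 1 at 2.5 (193 cells), both for genes of another tissue. Clusters were matched to the subclusters of Table S9 by the median log2 fold of up to 50 of their genes.

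Named genes were fixed by a rule. It took every gene the paper names for a comparison that could be computed. It also took every Na/K ATPase gene (of these only beta subunits are reported). Last came the 5 genes with the largest fold change in each direction that pass the threshold and are reversed in no library. A tie at 0 in both groups of a library did not count as reversed, as for myhz2. The values in Tables S5 and S9 had been seen when the rule was written. The comparison of AV cushion with AV endocardium and the tests of stage interactions were added later.

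Alternatives were DESeq2 1.42.0, no filter on low counts, no block, library totals without TMM, thinned cells, other comparison groups, resolutions of 0.8 and 2.5, other barcode sets and thresholds, and each library left out in turn. Simulated counts with the libraries' own sizes, 200 genes changed by a log2 of 2 and a dispersion of 0.1 tested the fits: edgeR recovered 34.5% in the Sinoatrial comparison, 81.5% in the Atrioventricular, 86.5% in the atrial and ventricular, 82% in the AV cushion, 85% in the Myocardium cluster and 32% in the stage comparison, with 0% to 3.55% false calls. For cluster shares 91% were recovered with 11.7% false calls, which is above 5%; the simulation was first run with changes in any cluster, gave more false calls, and was then limited to clusters under 4% of the cells.

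Tissue lists for cells from outside the heart were written by hand. Their first criteria were replaced once the values had been seen, as stated with the results. Software was R 4.3.3 (limma 3.58.1, Matrix 1.6.5) and Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9). Spatial projections, ligand-receptor scores, gene ontology terms and the endothelial and neural subclusters were not analysed here, since the deposited annotation holds main clusters only.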

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

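The tests of tissue lists, of lens, liver and exocrine genes at each stage, of both stage interactions and of EGFP among myocardial cells of 1 library, with both groups compared, were chosen only after the results were seen, while the other 2 EGFP tests were set beforehand. 4 groups of 4 to 10 values were tested for a value far from the others, and 0 had one.

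A signal appears in barcodes that the study left out. Of 5433 barcodes with 2500 or more genes, 408 hold an EGFP UMI (7.51%), 70 and 325 in the 48 hpf libraries (sqet31Et, sqet33mi59BEt) and 13 and 0 in the 72 hpf libraries, beside 205 of 34676 annotated cells. More UMIs per barcode do not account for all of it: after thinning to 500 UMIs the share is 1.34% (95% interval 1.05 to 1.69) against 0.199% (0.155 to 0.252) of annotated cells. This rests on 48 hpf sqet33mi59BEt (2.39% against 0.669%), since the other libraries keep 2, 0 and 0 such barcodes. More myocardial cells among these barcodes would leave no excess within that library and cell type. Of its barcodes with 2500 or more genes and 5 or more myocardial list UMIs, 5.11% (70 of 1370; 95% interval 4.00 to 6.41) are EGFP-positive after thinning, against 5.07% (27 of 533) of its annotated Myocardium cells (Fisher exact p = 1) and 3.08% (29 of 942; 2.07 to 4.39) of its annotated cells with the same list limit (p = 0.0210). Whether this explanation accounts for the whole excess therefore cannot be told apart from an excess within myocardial cells, as the outcome turns on the group compared. By overlap of intervals, the criterion used first, no excess was left in either, and Fisher's test replaced it once the values had been seen. Over all libraries the shares with the list limit are 3.20% (72 of 2251) and 0.776% (47 of 6055), which also carries the different make-up of the libraries, and 41.4% of the barcodes with 2500 or more genes and 17.5% of annotated cells hold 5 or more myocardial list UMIs after thinning. Whether droplets with 2 cells add to the excess cannot be told apart from cell type: of RFP-positive barcodes with 2500 or more genes, 0.158% (4 of 2529) hold 5 or more UMIs of both the myocardial and the endothelial list after thinning to 1000 UMIs, against 1.52% (49 of 3221) of annotated ones, but the annotated cells include endothelial cells with free myocardial RNA and so are no reference without doublets. That test was first read as arguing against doublets. No biological explanation was tested.

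Genes of tissues outside the heart are concentrated in clusters with cardiac names, above their level in Erythrocytes and Unclassified. In UMIs per 10000, hatching gland genes reach 555 in Resident fibroblasts, epidermis and fin fold genes 336 in Mesenchymal fibroblasts, pancreatic endocrine genes 3448 in Neuronal cells, eye lens genes 68.8 in Hematopoietic precursor, pancreatic exocrine genes 32.7 in Proliferating cells and cartilage and pharyngeal mesenchyme genes 10.8 in Neural crest. Free RNA would give a share within 3 times that of Erythrocytes or Unclassified, whichever is higher. The fold is 108 for hatching gland, 23.5 for epidermis, 77.9 for endocrine, 15.6 for lens and 12.3 for cartilage genes, which argues against free RNA. For exocrine genes it is 2.75, under that limit, but the libraries differ: at 72 hpf the list takes 31.7 (sqet31Et) and 78.2 (sqet33mi59BEt) UMIs per 10000 in Proliferating cells, against at most 5.67 and 23.9 in those 2 clusters, and its UMIs lie in few cells, which argues against free RNA as the source of most of them.

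If cells of another tissue lie in the cluster, 90% of the list UMIs should sit in less than 0.5 times as many cells as with the list spread evenly over the UMIs of each library. The cells that hold them are 10.7% of the cluster for hatching gland (61.7% with an even spread), 19.6% for epidermis (59%), 26.1% for endocrine (62.3%), 1.01% for lens (6.93%), 8.77% for exocrine (43.0%) and 23.2% for cartilage genes (62.9%), in line with such cells. A part of the cluster's own cells that expresses these genes would give the same values, so the origin stays open, for cartilage genes above all. Cells with at least 1% of their UMIs in the list make up 45.1% of Resident fibroblasts (95% interval 40.3 to 50.0; 18.9% to 90.5% of a library), 40.3% of Mesenchymal fibroblasts (38.4 to 42.3), 61.4% of Neuronal cells (54.9 to 67.6), 2.26% of Hematopoietic precursor (9 of 398 cells, from the 48 hpf libraries), 9.58% of Proliferating cells (those of 72 hpf alone; 0.562% of all other annotated cells) and 1.66% of Neural crest. The criteria were changed 2 times after the values had been seen, so these tests were fitted to the data. The first asked for 3 times the next cluster and for 5% of the cells. Under those, exocrine (2.75) and cartilage (1.27, next to Mesoderm progenitors) fell on the side of free RNA, the other folds over the next cluster were 40.2, 11.6, 77.9 and 15.6, lens (2.26%) and cartilage (1.66%) failed the test for cells, and exocrine (9.58%) passed it. The second asked that 90% of the list UMIs lie in cells with at least 1% of their UMIs in the list: 97.0%, 96.5%, 99.97% and 98.9% passed, exocrine (90.0%, unrounded just under the limit) and cartilage (36.2%) did not and were left undecided. It was dropped once an even spread was found to pass it too where the list is abundant, and with the change both of these passed. The exocrine list was itself added after results had been seen. Where such cells come from was not tested, and the lists cannot say whether a cardiac cell expresses these genes.

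Eye lens genes are found in Myocardium at 48 hpf, at 1.1 (sqet31Et) and 0.433 (sqet33mi59BEt) UMIs per 10000, and liver genes at 72 hpf, at 13.3 and 32.8. Both lead the stage difference of the cluster. Free RNA would give Myocardium and the median of the other 17 clusters a like share, within 2 times. The ratios are 1.21 and 1.45 for lens genes and 1.02 and 1.35 for liver genes, in line with free RNA. Exocrine genes give 1.18 and 2.67 at 72 hpf, so for these free RNA cannot be told apart from other sources. The 3 lists were first tested as 1 pattern, with 2.67 as its largest ratio, and were parted after only the exocrine genes exceeded 2. Liver cells in the cluster would put most liver UMIs into cells with 5 or more: 64.4% (5071 of 7876) lie there. This first counted as fitting, until an even spread was found to predict 63.5%, so the test decides nothing. No biological explanation was tested beyond the stage itself.

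The atrial and ventricular difference changes with stage for 174 genes by an interaction test in edgeR, 53 larger at 48 hpf and 121 at 72 hpf (973 at an unadjusted p below 0.05; DESeq2 73). The balance of directions depends on processing: library totals without TMM give 82 and 86, no filter on low counts 81 and 84, and the fit without 72 hpf sqet31Et 78 and 74, so no excess at either stage is claimed. Splits of the libraries by line or crossed give 0 (150 and 133 unadjusted). hspb9l (-5.30), hspb9 (-5.63), FLNC (-2.70), ATF3 and HSPB8 are among the leading genes, named after their values were seen. A response to dissociation would move the stress list: its median difference (48 hpf minus 72 hpf, log2) over 19 genes is -0.57, below 0 in 18, and -0.58 and -0.54 in the lines, past the limit of -0.5. The list holds 8 of the 174 genes; without these the median is -0.36 and misses the limit. So a part of the pattern is in line with dissociation, and a difference in chamber maturation between the stages stays open and untested.

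The difference between AV cushion and AV endocardium changes with stage for 159 genes, 96 larger at 48 hpf and 63 at 72 hpf (835 unadjusted; DESeq2 51; other splits 0, with 90 and 104 unadjusted). Here too the balance is not stable, and it turns with the processing: 172 and 32 with library totals without TMM, 41 and 119 without the filter on low counts, and 29 and 94 without 72 hpf sqet33mi59BEt. Leading genes are tbx2a (-5.74), icn (1.49), cd9b (2.91), abi3bpb (-5.26) and id1 (-2.36), chosen after their values were seen. Endothelial cells counted into AV cushion at 48 hpf would raise the endothelial list by more than 0.5: its median over 9 genes is 0.49 (0.80 and 0.78 in the lines; 0.44 without the 1 gene called). Whether this explanation holds cannot be told apart from maturation of the cushion, as the value lies at the limit, and the band for an undecided outcome was added after it was seen. In the Sinoatrial-like and Atrioventricular-like comparisons 0 genes pass in edgeR (102 and 165 unadjusted), and 0 in DESeq2 (41 and 33 unadjusted).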

How the results depend on the processing

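Tests under library totals without TMM, both other resolutions, all tested genes, the myh6 and myh7 split, non-overlap of clusters, every alternative of the AV cushion comparison and of the stage interactions were chosen after the data were seen; the remaining alternatives were set before the data were examined.

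Of 141 alternative values for 19 answers to a comparison, 91 stayed the same and 50 moved. Of 1273 values for 150 named results, 1142 kept direction and side of the threshold, 119 lost the threshold, 8 newly passed it and 4 turned sign. The sign turned for notch1b between AV cushion and AV endocardium without the filter on low counts (-0.23) and without 48 hpf sqet31Et (-0.22) or 48 hpf sqet33mi59BEt (-0.17), and for hand2 with library totals without TMM (0.0492); none of these passes the threshold in either form. Over the leave-outs notch1b runs from -0.22 to 0.39. For notch1b the libraries left out follow stage: its difference is 1.44 (SE 0.23, adjusted p = 5.33e-06) larger at 48 hpf than at 72 hpf, and the 2 stages cancel in the pooled value. The cause for hand2 was not tested.

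By kind, 87 of 88 values between stages in Myocardium, 283 of 304 for Sinoatrial-like cells, 147 of 177 for Atrioventricular-like cells, 128 of 133 for the atrial and ventricular cells, 126 of 151 for AV cushion, 322 of 344 for cluster markers and 45 of 72 for cluster shares stayed the same.

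Over the authors' final cells only, the genes per cell ratio is 1.40 and the UMI ratio 1.70; the upper limit on genes removes the barcodes with most of both. Leaving out libraries gives 2.43 to 3.13 for genes, 3.54 to 5.60 for UMIs and 2.57 to 6.73 for mitochondrial share. On log CPM, r is 0.990 at 48 hpf and 0.980 at 72 hpf, and the Spearman coefficient at 72 hpf is 0.972. Both give less weight to the most abundant genes.

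The share of RFP-positive cells in Myocardium is 88.4% with 2 RFP UMIs, 64.3% after thinning and 50.1% to 59.4% without one library. EGFP-positive cells number 755 over all barcodes, 736 without the upper limit on genes, 57 with 2 UMIs, and 99 (without 48 hpf sqet33mi59BEt) to 190 without one library.

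Without the replicate block, the counts of genes are 170 instead of 1182 for the atrial and ventricular cells, 119 instead of 575 for Sinoatrial-like cells, 1 instead of 198 for Atrioventricular-like cells, 61 instead of 1063 for AV cushion and 34 instead of 49 for markers. With the line as a block, the stage count is 571 instead of 384 and the share count stays at 7. DESeq2 gives 761, 262, 103 and 591 in the order of the first 4, and 73 and 51 for the 2 stage interactions. All genes tested, those used for clustering included, number 983 for Sinoatrial-like and 590 for Atrioventricular-like cells. Thinning to 500 UMIs gives 198 and 126, Atrial-like cells as the comparison group 127 for Sinoatrial-like cells, and a resolution of 2.5 gives 125 for Atrioventricular-like cells. No filter on low counts raises the stage count to 866. 11 clusters have shares whose libraries do not overlap between stages.

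Leaving out 1 library gives 622 to 1023 genes for the atrial and ventricular cells, 79 to 465 for Sinoatrial-like cells, 89 to 172 for Atrioventricular-like cells, 517 to 891 for AV cushion, 199 to 523 for stage, 0 to 2 clusters for shares, and 94 to 152 and 62 to 138 for the interactions. Fewer libraries enter these fits, and where a stage keeps 1 library that lone library is assumed to vary like the other stage. Moves beyond 1.5 times come without 48 hpf sqet31Et (622 atrial and ventricular, 79 Sinoatrial-like, 95 Atrioventricular-like, 199 stage, 94 and 62 interactions, 0 shares), without 72 hpf sqet31Et (225 Sinoatrial-like, 89 Atrioventricular-like, 517 AV cushion, 72 for its interaction, 2 shares), without 48 hpf sqet33mi59BEt (372 Sinoatrial-like, 652 AV cushion, 0 shares) and without 72 hpf sqet33mi59BEt (98 atrial interaction, 0 shares).

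Clusters with a higher proliferation list share at 48 hpf number 6 to 9 without 1 library. The mitochondrial difference of the Atrial-like clusters is 7.49 against every other Atrial-like cluster, 8.11 at a resolution of 2.5, 8.03 by cell medians and 5.85 to 9.31 without 1 library. Marker pairs number 45 to 49 without 1 library. tuba1c and elavl3 in Neuronal cells and itga2b in Leukocytes lose the threshold without either 72 hpf library. anxa5b in AV cushion loses it there too, and also without 48 hpf sqet33mi59BEt.

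Depth limits the smallest groups. Sinoatrial-like cells come from 10 to 52 cells per library, and simulated changes were recovered there at 34.5%, against 86.5% for the atrial and ventricular cells; the stage comparison, with 2 libraries per stage, recovers 32%.

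There are 35 ways to split the 8 sums into groups of 4 without the block. The real split gives the largest count for Sinoatrial-like cells (119 genes, next 15) and for markers (33, next 6). In both, 1 split is as large, the real one itself. These groups were found by clustering the same expression values, which favours the real split. The test therefore cannot tell whether the grouping is arbitrary. For the atrial and ventricular cells (170) 2 splits of 35 are as large, the other being by stage (320), for Atrioventricular-like cells (1) 2 splits, with stage at 72, and for AV cushion (61) 2 splits, with stage at 157. In these the larger split follows stage, and the unblocked counts leave out that both sums of a pair come from 1 library. With the block, the real split is the largest of the 8 that part every pair (1182, 575, 198 and 1063, against at most 0, 53, 0 and 28 in the others). However, 8 splits cannot give a p below 0.05, so by splits alone chance is not excluded for any of these counts.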

Differences from the paper's values

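The tests at resolutions of 0.8 and 2.5, of naming by markers alone, of the stage interaction of notch1b, of phase calls over all cells and of Table S1 were chosen only after the values were seen. EGFP-positive cells number 205 among the annotated cells, against the paper's 136. Of the alternatives set before the data were examined, all barcodes (755), no upper limit on genes (736) and 2 EGFP UMIs (57) also differ from the paper's value. Counts without 1 library (159, 190, 99 and 167) cover fewer cells and cannot be compared with it. At 48 hpf the count is 152, against the paper's 90; all barcodes (646) and no upper limit (634) differ from it, while 2 EGFP UMIs (50) does not by the rule used, only because the SD between the libraries is wide, as 50 is further from 90 by fold than 152. Table S1 of the paper gives 15 and 75 for the 48 hpf libraries (sqet31Et, sqet33mi59BEt) and 10 and 36 for the 72 hpf libraries, where the counts here are 46, 106, 15 and 38. As error of 1 library the SD between the 2 libraries of a stage was taken, also afterwards. These come from different lines, so their SD is no error of a count made on the same cells, and a value that does not differ by that rule is no sign of agreement. RFP-positive cells number 4307 here and 3470 in Table S1, both over the annotated cells, so cells were called in unlike ways. Of the 4307, 2330 (54.1%) lie in the Myocardium cluster. The paper's 2573 (74%) are RFP-positive cells that also express myocardial genes such as cmlc1 and myl7, a group that need not be the same, so these values cannot be compared directly. The number of UMIs or the kind of value by which the authors called a cell positive is not stated. Before filtering, Table S1 and the matrices give the same 755 EGFP-positive barcodes.

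Atrial-like and Ventricular-like cells make up 26.1% of 3779 Myocardium cells, against the paper's 43% of 3315 cells. The groups are rebuilt and 63.4% of the cells are unnamed, so the difference may come from rebuilt names. Several unnamed clusters are led by genes of other tissues, and their cells still count in the 3779. Resolutions of 0.8 (28.1%) and 2.5 (20.8%), chosen after seeing the values, also differ. So does naming by markers alone, chosen afterwards too, which gives 31.8% at a resolution of 1.5, where a cluster of 214 cells is otherwise kept unnamed for genes of other tissues, 28.1% at 0.8 and 25.9% at 2.5. No alternative was set for this value in advance, and none that was run reaches the paper's.

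In the paper, atp1b3b and colec10 are most expressed in the sinoatrial subcluster among myocardial subclusters. Among main clusters atp1b3b is highest in Cardiac peripheral nerves (CPM 72.1) and colec10 in Epicardium (86.8), below the Sinoatrial-like cells (179 and 291).

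The paper lists notch1b among the genes of AV endocardium. Its CPM is 639 in AV cushion and 476 in AV endocardium, with no difference past the threshold between them (log2 fold change 0.05, adjusted p = 0.901 in edgeR). The pooled value hides a change with stage (interaction 1.44, SE 0.23, adjusted p = 5.33e-06): at 48 hpf CPM is higher in AV cushion (910 against 382 and 743 against 325), at 72 hpf in AV endocardium, as in the paper (615 against 419 and 583 against 483). Against all other annotated cells it is higher in AV endocardium (1.54). Of the 4 genes so listed, anxa1a, anxa5b and klf2a are higher in AV endocardium.

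The paper names isl1 as a marker of Mesoderm progenitors. It is raised there (log2 fold change 2.29), but its CPM is 178 in Cardiac peripheral nerves and 46.0 in Mesoderm progenitors; isl2b is raised by 5.17.

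The paper counts Bulbus arteriosus and Resident fibroblasts among 5 clusters that are more proliferative at 48 hpf. By UMIs of the S and G2M list, libraries of the stages overlap in Bulbus arteriosus (18.4 and 8.52 against 6.73 and 9.28 per 10000) and in Resident fibroblasts (8.79 and 23.7 against 11.1 and 17.1). The other 3 clusters go as the paper states. In Bulbus arteriosus the share of cells with a list UMI after thinning, an alternative set in advance, is higher in both libraries of 48 hpf (60.1% and 34.5% against 30.0% and 34.4%), a thin margin in 1 of them. The deposited phase calls over all cells of a stage, an alternative chosen after seeing the values, are higher at 48 hpf in all 5 clusters, but by library they overlap in Resident fibroblasts (47.3% and 91.1% against 30.6% and 58.1%), where 237 of the 48 hpf cells come from sqet33mi59BEt and 74 from sqet31Et.

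Neural crest stands among the clusters with most genes and UMIs in the paper. With the cells of all libraries pooled it lies below Hematopoietic precursor, with median UMIs of 2396 against 4462 and genes of 888 against 1071. As means of the 4 library medians it has fewer UMIs (4037 against 4258) but more genes (1087 against 1008), so the order of genes depends on pooling. The paper's figure shows the stages apart. At 48 hpf the mean of the library medians is higher in Neural crest (UMIs 6509 against 3742, genes 1526 against 861). At 72 hpf it is lower (UMIs 1565 against 4773, genes 647.5 against 1155). The paper's order therefore holds against Hematopoietic precursor at 48 hpf and not at 72 hpf.

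The paper names col1a1a as higher in AV cushion than in AV endocardium, and it is (log2 fold change 1.25). That statement of the paper is not about all other annotated cells. Against those, col1a1a does not pass (0.37, SE 0.19, adjusted p = 0.168 in edgeR), while col1a1b, col1a2 and postna do. Its CPM is still higher in AV cushion in 4 of 4 libraries (1045, SD 484, n = 4, against 531, SD 157). The paper states that 3 clusters come mostly from 48 hpf; of these, Cardiac peripheral nerves do not pass in the share test (adjusted p = 0.0728 in edgeR) but do in DESeq2, and of the 3 it names for 72 hpf, Bulbus arteriosus does not pass (adjusted p = 0.115).

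The paper names slit genes as expressed in Epicardium. Their mean CPM there is 197 (slit2) and 149 (slit3), with log2 fold changes against all other annotated cells of -0.61 and -0.94, neither past the threshold; both are raised in Endothelial cells.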

Other observations

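Tests of genes per cell after thinning, of mitochondrial share in annotated cells, of atp1b3b after thinning, of RFP with 2 UMIs and of the heart rate of scramble-injected embryos were chosen only after the results were seen; those of the correlation, of myh6 with myh7l and of the stress list were set beforehand.

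The larger number of genes per barcode at 48 hpf is in line with more UMIs per barcode: after thinning to 500 UMIs the ratio is 1.03, within 0.9 to 1.1. Whether the UMI difference is technical or due to stage was not tested, since stage and library cannot be parted.

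Without mitochondrial and hemoglobin genes, r at 72 hpf is 0.963, and 0.989 at 48 hpf. These genes close most of the gap (r is 0.846 with them, 0.852 without mitochondrial and 0.929 without hemoglobin genes alone). Without both families the bootstrap intervals, computed after r was seen, are 0.942 to 0.977 at 72 hpf and 0.986 to 0.993 at 48 hpf. They do not overlap, which argues against these genes as the whole cause. The 72 hpf interval includes 0.969, the lower bound at 48 hpf, but that bound is for r with these genes. All these intervals are over genes and carry no replicate error.

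If barcodes of damaged cells that the filters remove caused the higher mitochondrial share at 72 hpf, it should vanish in the annotated cells. Its ratio there is 3.65, 5.00 and 2.37 within the lines, which argues against that as the whole cause. Damage below the limit of 30%, and stage itself, stay open.

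Sinoatrial-like cells hold more UMIs per cell. With every cell thinned to 500 UMIs, the log2 fold change of atp1b3b is 3.53 instead of 3.98 and stays past the threshold. Both values compare sums scaled to their totals, which already takes out depth, so thinning is no test of it. The other beta subunits of the Na/K ATPase that had enough counts for the test do not pass: atp1b3a has 1.19 (adjusted p = 0.0655 in edgeR), ATP1B1 -0.09 and ATP1B2 -0.25.

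RFP-positive cells outside Myocardium may owe it to free RNA from Myocardium cells. With 2 RFP UMIs, 88.4% of positive cells lie in Myocardium instead of 54.1%. RFP takes 26.5 UMIs per 10000 in Myocardium and at most 3.99 elsewhere, in Resident fibroblasts. A higher limit thus raises the Myocardium share whatever the source, so the test cannot tell free RNA from weak expression. Resident fibroblasts have the second highest RFP-positive share (17.6%, thinned 11.4%).

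Cells that hold both myh6 and myh7l may owe it to free RNA: after thinning, 8.99% (95% interval 7.32 to 10.9) of the cells with more myh6 hold a myh7l UMI, below the 22.0% (19.9 to 24.3) of Erythrocytes. The split by the larger count itself lowers the first share, so cells that express both are not excluded.

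Stress genes lead the Atrioventricular-like cluster. A list of 19 dissociation stress genes without these is higher there by a median log2 fold of 1.06, in 19 of 19 genes. The median is 0.57 and 1.81 in the 48 hpf libraries and 0.66 and 1.02 in the 72 hpf libraries. The list still holds genes used to find the cluster, such as BTG2 and ppp1r15a. Its rise is thus partly fixed by the clustering, so the test cannot decide on a response to dissociation. A biological stress state in these cells stays open and untested.

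In Myocardium, which the paper does not compare between stages, 384 of 9342 genes differ between 48 and 72 hpf in edgeR, 77 higher at 48 hpf and 307 at 72 hpf. cryba4 is at least 38.2-fold and cryba1b at least 33.7-fold higher at 48 hpf, and prss59.2 at least 178-fold, apom 85.4-fold and TTC36 82.1-fold higher at 72 hpf, with fabp10a at a log2 fold change of -9.40 and tfa at -9.03. Of the 384 genes, 92.4% change in the same direction in Endothelial cells. In each other cluster the share is taken over those of the genes that have UMIs there. It is lowest in Hematopoietic precursor, at 71.3% (259 of 363). All clusters come from the same 4 libraries, and no share expected without a stage change was computed.

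Table S13 gives heart rates per plate for knockout embryos, which were not part of the sequencing. Pooled over both genes, knockout embryos lie below uninjected embryos of the same plate by a mean difference of -27.7 beats per min (SD 8.95, 6 plates, -39 to -13.1, exact sign-flip p = 0.03125, the smallest possible). Pooling was chosen with the values seen and is the only version able to fall below 0.05. By gene the differences are -20.1 for atp1b3b (3 plates, exact p = 0.25, the smallest possible) and -32.1 for colec10 (5 plates, exact p = 0.0625, the smallest possible). Plate medians give -28.7, and scramble-injected plates as the control -32.6. Injection itself would lower scramble-injected embryos as much; their mean difference is -3.65 (SD 4.40, 4 plates, -9.6 to 1, exact sign-flip p = 0.25), which does not overlap the knockout plates and argues against it.

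At 72 hpf, atp1b3b knockout embryos differ from wild type by 2.95 beats per min in one plate (exact permutation p = 0.788, 6 embryos each) and by -43.1 in the other (exact permutation p = 0.00216). For colec10 the differences are -28.3 (exact permutation p = 0.00216) and -21.9 (exact permutation p = 0.026), or -10.6 (exact permutation p = 0.468) with the embryo that the table marks as excluded. Embryos of a plate are not independent.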
